# *KEAP1*-Mutant Lung Cancers Weaken Anti-Tumor Immunity and Promote an M2-like Macrophage Phenotype

**DOI:** 10.3390/ijms25063510

**Published:** 2024-03-20

**Authors:** Christopher J. Occhiuto, Karen T. Liby

**Keywords:** NRF2 pathway, KEAP1, lung cancer, immunosuppression, macrophages, M2 polarization

## Abstract

Considerable advances have been made in lung cancer therapies, but there is still an unmet clinical need to improve survival for lung cancer patients. Immunotherapies have improved survival, although only 20–30% of patients respond to these treatments. Interestingly, cancers with mutations in Kelch-like ECH-associated protein 1 (*KEAP1*), the negative regulator of the nuclear factor erythroid 2-related factor 2 (NRF2) transcription factor, are resistant to immune checkpoint inhibition and correlate with decreased lymphoid cell infiltration. NRF2 is known for promoting an anti-inflammatory phenotype when activated in immune cells, but the study of NRF2 activation in cancer cells has not been adequately assessed. The objective of this study was to determine how lung cancer cells with constitutive NRF2 activity interact with the immune microenvironment to promote cancer progression. To assess, we generated CRISPR-edited mouse lung cancer cell lines by knocking out the *KEAP1* or *NFE2L2* genes and utilized a publicly available single-cell dataset through the Gene Expression Omnibus to investigate tumor/immune cell interactions. We show here that *KEAP1*-mutant cancers promote immunosuppression of the tumor microenvironment. Our data suggest *KEAP1* deletion is sufficient to alter the secretion of cytokines, increase expression of immune checkpoint markers on cancer cells, and alter recruitment and differential polarization of immunosuppressive macrophages that ultimately lead to T-cell suppression.

## 1. Introduction

Advances in lung cancer research have led to better patient outcomes for a disease with historical 5-year survival rates of only 22% [1,2]. In the last decade, median survival doubled from 8–17 months with chemotherapy alone to 18–36 months with targeted treatments and immunotherapy [3]. While survival has significantly improved, only 20–30% of patients with non-small cell lung cancer (NSCLC) respond to immunotherapies [4]. The development of new targeted therapies and a more comprehensive understanding of tumor-immune system biology will help address the clinical need to improve outcomes.

Nuclear factor erythroid 2-related factor 2 (NRF2) is a transcription factor that regulates antioxidant and cytoprotective genes [5]. The NRF2 protein is constitutively expressed but under constant suppression by its negative regulator, Kelch-like ECH-associated protein 1 (KEAP1), which targets NRF2 for proteasomal degradation [6]. Consequently, KEAP1 inactivation leads to constitutive NRF2 activity. An array of cytoprotective genes is increased by NRF2 activation, including *NQO1*, *HMOX1*, *GCLC*, *GCLM*, *SOD1*, *ABCB1*, and *GST* genes [7]. These genes are known to control cellular redox responses and detoxification. Other pathways regulated by NRF2 involve processes such as glycolytic regulation [8], pentose phosphate pathway regulation [9], amino acid metabolism [10], autophagy [11], and mitochondrial biogenesis [12]. NRF2 has many known roles as a transcriptional regulator in detoxification and rewiring of cell metabolism, but new discoveries are expanding knowledge of its regulation of inflammation.

Studies over the past decade showed that NRF2 promotes an anti-inflammatory phenotype in immune cells [13]. The impact of immune cell-specific NRF2 activation includes blocking proinflammatory cytokine transcription in M1-like macrophages [14,15]; promoting an M2-like macrophage secretory phenotype [16]; decreasing inflammatory cytokine transcription in lymphocytes [17]; and downregulating the NF-kB pathway [18,19]. Despite these intriguing findings in the immune system, there is a paucity of studies relating NRF2 activation and anti-inflammatory activity in cancer cells, which is important since cancers with *KEAP1* mutations are resistant to immune checkpoint inhibition [20]. This topic is surprisingly understudied, given that NRF2-activating mutations are found in up to 30% of NSCLCs, with *KEAP1* mutated in nearly 20% of lung adenocarcinomas [21]. *KRAS*, a critical oncogenic driver of lung cancer, is frequently co-mutated in lung cancers: 27% of patients with *KRAS* mutations also have deleterious mutations in *KEAP1*/*NFE2L2* genes, comprised of 24% *KEAP1* and 3% *NFE2L2* co-mutations [22]. The frequency of co-mutations of *KEAP1* and *KRAS* in lung cancers, which further increases treatment resistance [23] and decreases survival [22], adds to the importance of addressing the biologic complexity and immune regulation by these tumors. 

Cancer cells express and secrete a wide variety of immunomodulatory mediators [24,25]. Immune regulation is critical for cancer survival because the tumor immune microenvironment (TIME) can both promote tumor growth and kill cancer cells [26,27,28]. Data from The Cancer Genome Atlas suggest lung adenomas with high *NQO1* (a downstream target of NRF2 and surrogate for NRF2 activation) mRNA expression exhibit immunosuppressive phenotypes with lower representation of genes relating to immune subsets [29,30]. Indeed, CD8^+^ T cells, NK cells, and B cells are decreased in *KEAP1*-mutant murine lung tumors with constitutive NRF2 activity [20,29]. There is a disconnect in how NRF2 activity in lung cancer cells informs the immune competency of the tumor microenvironment and promotes lung tumor progression. Although correlative, these studies suggest immune regulation by NRF2-activated cancers, and understanding specific mechanisms would be beneficial in tailoring targeted treatments for cancer patients. 

A recent publication by Zavitsanou et al. [31] investigated the role of *KEAP1*-mutant lung cancers in promoting immunosuppression. *KEAP1*-mutant lung cancers decreased the recruitment of CD103^+^ dendritic cells and therein lowered CD8^+^ anti-tumor immunity. Zavitsanou et al. generated a large single-cell sequencing dataset that we have utilized in our studies to complement the investigation of immune microenvironmental changes mediated by *KEAP1* cancer mutations. The studies described here evaluate the immune regulating capability of *KEAP1*-mutant cancer cells and how they further promote immunosuppression through the polarization of macrophages. 

## 2. Results

### 2.1. Development and Validation of KEAP1 and NRF2 Knockout Cancer Cell Lines

We sought to characterize immune microenvironmental alterations caused by cancer cell-intrinsic *KEAP1* mutations while preserving the NRF2 status of immune cells. To achieve this, we selected a murine Lewis lung carcinoma (LL2) that spontaneously occurred, was isolated, and was derived into a cell line [32]. The LL2 cells were used to create clonally derived lines with NRF2-active (*KEAP1* KO) and NRF2-inactive (*NRF2* KO) mutations. *mKeap1* or *mNfe2l2* were knocked out using CRISPR, and 3 *KEAP1* KO and 1 *NRF2* KO clones were isolated and then validated by genomic sequencing. 

Accordingly, protein expression of NAD(P)H quinone oxidoreductase 1 (NQO1, a canonical NRF2 target gene [33]) was increased in the *KEAP1* knockout (KO) lines by ~4–7-fold (Figure 1a,b) and decreased in the *NRF2* KO clone (Figure 1c,d) by nearly 90%, along with the expected changes in NRF2 protein expression in both knockouts. NQO1 mRNA expression was also significantly (*p* < 0.01) higher in the *KEAP1* KO clones and absent in the *NRF2* KO clone (Figure 1e). Because NRF2 is a transcription factor, KEAP1 inactivation permits the activation of the NRF2 transcriptional program involving hundreds of gene targets. RNA sequencing assessed NRF2 pathway activation in the clones. 

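Lewis lung carcinoma (LL2) is a mouse lung tumor line. RNA of the parental line (LL2 WT), *KEAP1* KO #1, #2 and #3 and *NRF2* KO was sequenced in 3 biologic replicates each, and all 15 samples were used. The authors pseudo-aligned the reads to the GRCm38.p6 transcripts and deposited CPM for each gene, that is, counts scaled to a common total per sample. The values sum to between 999412 and 999525 CPM per sample over 35880 gene symbols, and 10235 genes are at 0 in all samples. Between 17270 and 19750 genes per sample are above 0. The 10 genes with the highest values take 7.32% to 9.58% of the CPM of a sample. The number of reads behind each sample is unknown. At the average depth that the paper gives, 3 reads equal 0.1 CPM, and this level served as the floor. A fold against samples that all lie at or under the floor is given as a lower bound.

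Differences were tested with limma on log2(CPM + 0.1), with a mean for each of the 5 lines in one model, over the 14652 genes with a sum of at least 3 CPM. A gene is described as called at a Benjamini-Hochberg adjusted p under 0.05 together with an absolute log2 fold change over 1. These choices, the rule for naming genes and the alternative settings were set before the data were examined, except where a later choice is stated. Errors are the SD over n = 3 samples.

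*Keap1* (chromosome 9 of GRCm38.p6, 21229730 to 21239332) averaged 23.0 ± 1.03 CPM in LL2 WT and 22.7 ± 1.78 CPM in *NRF2* KO. It averaged 11.8 ± 0.889 CPM in *KEAP1* KO #1, 5.53 ± 1.57 CPM in *KEAP1* KO #2 and 5.58 ± 1.60 CPM in *KEAP1* KO #3, and all 9 samples of these clones lay below every LL2 WT sample. The log2 fold change against LL2 WT was −2.07 in *KEAP1* KO #2 (adjusted p = 1.41e-05 from limma) and −2.06 in *KEAP1* KO #3 (adjusted p = 1.28e-05). It was −0.95 (standard error 0.21, adjusted p = 0.00668) in *KEAP1* KO #1, which is not called. With CPM rescaled by the median ratio it was −1.07 and with quantile normalization −1.05, and both of these are called. Rescaling moved the median log2 fold change of all genes in *KEAP1* KO #1 from 0.11 to −0.0010. In *NRF2* KO the log2 fold change of *Keap1* was −0.02 (adjusted p = 0.989), and it turned positive without LL2 WT replicate 1 (0.02), *NRF2* KO replicate 1 (0.01) or *NRF2* KO replicate 2 (0.02).

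*Nfe2l2*, the gene of NRF2, lies on chromosome 2 from 75675513 to 75704663. It averaged 186 ± 19.6 CPM in LL2 WT, 96.4 ± 8.39 CPM in *KEAP1* KO #1, 123 ± 1.23 CPM in *KEAP1* KO #2, 116 ± 5.73 CPM in *KEAP1* KO #3 and 119 ± 24.0 CPM in *NRF2* KO. Each clone's 3 samples lay below every LL2 WT sample. The log2 fold changes of −0.94, −0.59, −0.67 and −0.66 in this order (adjusted p from 0.000196 to 0.0301) are not called. The change in *KEAP1* KO #1 is called with rescaled CPM (−1.07), with quantile normalization (−1.11) and without LL2 WT replicate 2 (−1.00). Over its 938 genes with at least 1 CPM on average, chromosome 2 lay 0.18 below the median of all genes in *NRF2* KO on the log2 scale. It deviated from this median by −0.0888, −0.1134 and −0.1517 in *KEAP1* KO #1, #2 and #3, so the shift is not specific to *NRF2* KO.

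**Figure D1:**
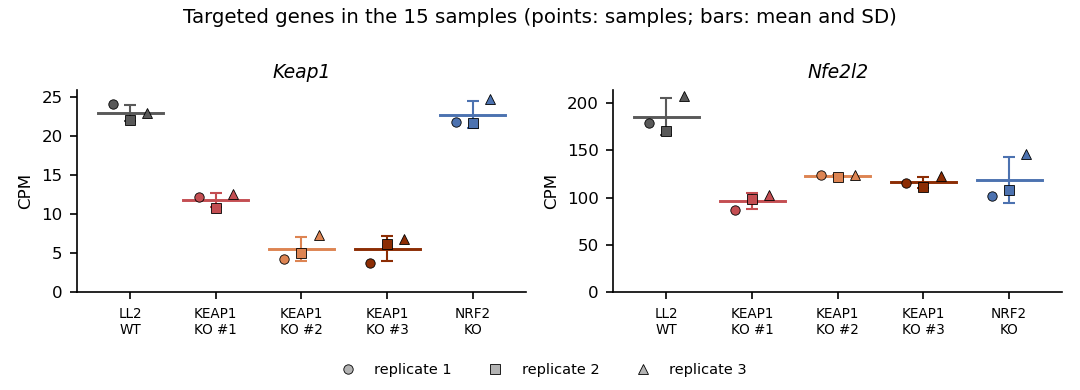
CPM of *Keap1* and *Nfe2l2* in each sample of the 5 lines on a linear axis that starts at 0. Circles, squares and triangles are replicates 1, 2 and 3, and the line and error bar are the mean and SD; the *Keap1* means run from 5.53 CPM in *KEAP1* KO #2 to 23.0 CPM in LL2 WT.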

Because of their origins as single cells, sequencing also allowed validation of transcriptomic homology between *KEAP1* KO lines. Unsupervised hierarchical clustering of *KEAP1* KO and *NRF2* KO differential gene expression compared to the LL2 parental line resulted in the clustering of *KEAP1* KO clones with each other and the *NRF2* KO clone with the LL2 parent line (Figure 1f).

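Spearman correlations between samples were computed over the 14652 tested genes, and the samples were clustered by complete linkage on 1 minus rho. The 9 pairs of an *NRF2* KO and an LL2 WT sample had a mean rho of 0.975 (SD 0.0121, from 0.950 to 0.986). This is as high as the mean within LL2 WT (0.973) and slightly lower than within *NRF2* KO (0.979). The 27 pairs of a *KEAP1* KO and an LL2 WT sample had a mean rho of 0.943 (SD 0.0168). By clone the mean rho with LL2 WT was 0.954 for *KEAP1* KO #1, 0.939 for *KEAP1* KO #2 and 0.936 for *KEAP1* KO #3. Over only the genes called in at least 1 comparison, the setting that moved these values most, the means were 0.935 for *NRF2* KO and 0.716 for *KEAP1* KO. The pairs share samples and are not independent, so no test was made. Divided into 2 clusters, the 9 *KEAP1* KO samples formed 1 cluster and the LL2 WT and *NRF2* KO samples the other. LL2 WT and *NRF2* KO were not separated by line even with 5 clusters. With 3 clusters over all tested genes, LL2 WT replicates 1 and 3 joined *NRF2* KO replicate 3, and LL2 WT replicate 2 joined *NRF2* KO replicates 1 and 2.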

Finally, QIAGEN’s IPA pathway analysis software confirmed the degree of NRF2 transcriptional activation. The Upstream Analysis feature, a method of predicting upstream regulators responsible for the differential expression in a dataset, identified NRF2 as the most highly enriched “upstream” mediator across all three *KEAP1* KO clones (*KEAP1* KO Activation Z-Scores: 4.56–5.54; *NRF2* KO Z-Score: −3.35; Table S1). 

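Of the 50 mouse genes printed in Figure 1g, 48 were tested. *KEAP1* KO #1 had 35 of them called (29 higher and 6 lower), *KEAP1* KO #2 had 45 (33 higher and 12 lower) and *KEAP1* KO #3 had 46 (34 higher and 12 lower). The direction was the same in all 3 clones for 28 called higher and 5 called lower. *NRF2* KO had 3 called, *Gsta4*, *Mgst1* and *Nqo1*, all lower, and these 3 were called higher in every *KEAP1* KO clone. Adjusted over the list alone, the counts were 36, 47, 48 and 4. The paper chose this list on the same samples, so these counts are not independent evidence. The median log2 fold change of the list was 2.09 in *KEAP1* KO #1, 2.33 in *KEAP1* KO #2, 2.71 in *KEAP1* KO #3 and −0.27 in *NRF2* KO. With bounded genes at their bound, these medians were 2.09, 2.41, 2.64 and −0.27.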

We further identified specific target genes regulated by NRF2 (Figure 1g). 

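The 5 *Gsta* genes tested were called higher in *KEAP1* KO #2. The same held in *KEAP1* KO #1 and #3 for 4 of them, all but *Gsta5*. *Gsta2* (chromosome 9, 78331018 to 78347192) is listed at 0 in LL2 WT, so no fold is given. It averaged 204 ± 21.8 CPM in *KEAP1* KO #1 (adjusted p = 5.38e-10 from limma), 361 ± 38.6 CPM in *KEAP1* KO #2 (adjusted p = 2.13e-10) and 876 ± 69.2 CPM in *KEAP1* KO #3 (adjusted p = 5.67e-11). *Gsta1* (chromosome 9, 78230669 to 78242683) is also listed at 0 in LL2 WT and averaged 111 ± 4.65, 129 ± 35.8 and 478 ± 72.1 CPM in the 3 clones in this order (adjusted p from 1.35e-13 to 1.52e-12). Of the 31-base stretches of the *Gsta1* transcripts 90.2% also occur in a related gene, and 45.4% for *Gsta2*, so reads can be exchanged between them.

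*Gsta3* (chromosome 1, 21240565 to 21265575), which shares 0.3% of its stretches, rose from 0.0949 ± 0.0749 CPM in LL2 WT to 254 ± 28.8, 169 ± 20.8 and 360 ± 74.6 CPM. Its log2 fold changes were 10.41, 9.82 and 10.90 (standard error 0.35, adjusted p from 3.55e-10 to 1.6e-09). *Gsta4* (chromosome 9, 78191966 to 78209349), which shares 0.0%, rose from 31.1 ± 5.21 CPM to 465 ± 29.6, 620 ± 110 and 754 ± 51.0 CPM, log2 fold changes of 3.91, 4.31 and 4.61 (standard error 0.19, adjusted p from 3.55e-09 to 3.06e-08). For all 4 of these genes, every *KEAP1* KO sample lay above every LL2 WT sample. *Gsta5* was at least 3.82-fold higher in *KEAP1* KO #2 (adjusted p = 0.0227). This call was lost with a pseudocount of 1 or 0.5 CPM, with voom weights, and without LL2 WT replicate 2 (1.96, adjusted p = 0.0504) or replicate 3 (1.96, adjusted p = 0.0627). Without *KEAP1* KO #3 replicate 1, *Gsta5* was called in that clone too (2.42, adjusted p = 0.00226).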

Impressively, the clones had high levels of NRF2 pathway activity with *GSTA* genes increased by a Log_2_fold-change of nearly 15 (adj. *p*: 2.76 × 10^−7^–9.17 × 10^−8^). 

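Of the NRF2 target genes that the introduction names, *Nqo1*, *Hmox1*, *Gclc*, *Gclm*, *Sod1*, *Abcb1a* and *Abcb1b* were tested in each line. *Gclc* (chromosome 9, 77754535 to 77794489) averaged 39.9 ± 3.97 CPM in LL2 WT, 396 ± 9.08 CPM in *KEAP1* KO #1, 428 ± 2.60 CPM in *KEAP1* KO #2, 461 ± 28.5 CPM in *KEAP1* KO #3 and 26.6 ± 4.53 CPM in *NRF2* KO. All *KEAP1* KO samples were above every LL2 WT sample, with log2 fold changes of 3.31, 3.42 and 3.53 (standard error 0.11, adjusted p from 3.13e-10 to 7.65e-10 from limma). All *NRF2* KO samples were below every LL2 WT sample, with a log2 fold change of −0.59 (adjusted p = 0.0246) that is not called. In *NRF2* KO, *Nqo1* was called lower at 9.82 ± 1.21 CPM, a log2 fold change of −1.61 (adjusted p = 5.68e-05). That call was lost with only *NRF2* KO and LL2 WT in the model (adjusted p = 0.0752, the highest of its alternatives). *Gclm* was −0.26 there (adjusted p = 0.721).

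*Sod1* (chromosome 16, 90220762 to 90226333) had log2 fold changes of 0.66, 0.78 and 0.80 in *KEAP1* KO #1, #2 and #3 (adjusted p from 0.000297 to 0.00198), with all 9 samples above every LL2 WT sample, but none is past 1, and −0.31 in *NRF2* KO (adjusted p = 0.353). *Hmox1* (chromosome 8, 75093618 to 75100593) was at 46.5 ± 9.53 CPM in LL2 WT. Its log2 fold changes of 0.29 (adjusted p = 0.284), 0.30 (adjusted p = 0.244), 0.63 (adjusted p = 0.0204) and, in *NRF2* KO, −0.47 (adjusted p = 0.368) are not called. *Abcb1b* (chromosome 5, 8798147 to 8866314) was called in all 3 *KEAP1* KO clones at 1.31, 1.63 and 1.94 (adjusted p = 0.0226, 0.00481 and 0.00153), with every sample above LL2 WT. The call in *KEAP1* KO #1 was lost with only that clone and LL2 WT in the model (adjusted p = 0.0719), and without LL2 WT replicate 1 (1.25), LL2 WT replicate 3 (0.97) or *KEAP1* KO #1 replicate 2 (1.16). *Abcb1a* (chromosome 5, 8567091 to 8748575) was called in *KEAP1* KO #3 alone (1.83, adjusted p = 1.7e-05).

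Of these 7 genes, 4 were called in *KEAP1* KO #1 and in *KEAP1* KO #2, 5 in *KEAP1* KO #3 and 1, *Nqo1*, in *NRF2* KO, where 5 had an unadjusted p under 0.05. Adjusted over the list alone, the counts were the same. The list medians were 1.31, 1.63, 1.94 and −0.43. Among the 19 glutathione S-transferase genes of all classes that were tested, 5, 6 and 6 were called higher in the *KEAP1* KO clones and none in *NRF2* KO. Lower calls numbered 1, 1, 0 and 3. With rescaled CPM the lower calls were 1, 2, 1 and 3, and with quantile normalization 1, 2, 2 and 3, with 7 genes called higher in *KEAP1* KO #2.

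**Figure D2:**
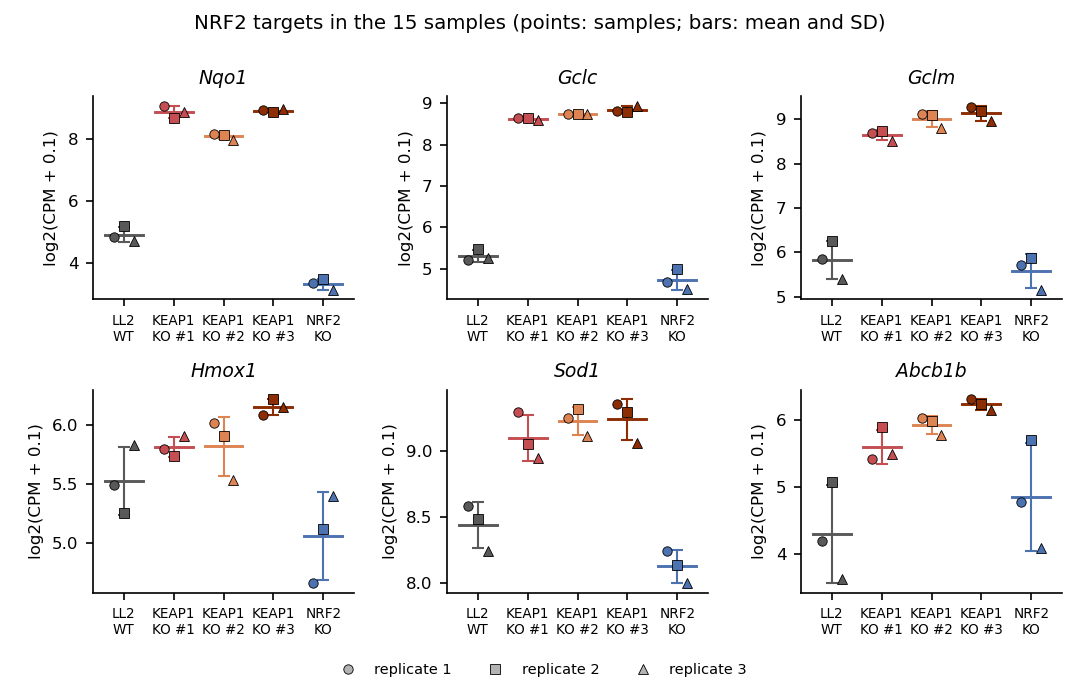
log2(CPM + 0.1) of *Nqo1*, *Gclc*, *Gclm*, *Hmox1*, *Sod1* and *Abcb1b* in each sample of the 5 lines. Circles, squares and triangles are replicates 1, 2 and 3, and the line and error bar are the mean and SD; *Gclc* means are 39.9 CPM in LL2 WT and 461 CPM in *KEAP1* KO #3.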

Canonical NRF2 pathway-related genes were significantly increased in the *KEAP1* KO clones, but the same genes were either decreased or similar to WT in the *NRF2* KO clone. NRF2-regulated genes increased in the *KEAP1* KO clones include: *AKR1C* (Log_2_FC: 6.59–6.84; adj. *p*: 1.76 × 10^−4^–1.59 × 10^−5^), *CYP1A1* (Log_2_FC: 7.83–8.79; adj. *p*: 1.52 × 10^−5^–2.19 × 10^−6^), *NQO1* (Log_2_FC: 3.18–4.01; adj. *p*: 1.92 × 10^−8^–2.22 × 10^−9^), *UGT1A6* (Log_2_FC: 4.36–5.03; adj. *p*: 6.77 × 10^−5^–1.04 × 10^−5^), and *GCLM* (Log_2_FC: 2.71–3.29; adj. *p*: 4.89 × 10^−6^–4.37 × 10^−7^).

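In the 3 *KEAP1* KO clones, *Nqo1* (chromosome 8, 107388225 to 107403205) averaged 476 ± 68.2, 276 ± 19.4 and 488 ± 17.8 CPM against 30.3 ± 5.48 CPM in LL2 WT, log2 fold changes of 3.97 (standard error 0.14, adjusted p = 8.53e-10 from limma), 3.19 (adjusted p = 6.96e-09) and 4.02 (adjusted p = 6.38e-10). *Gclm* (chromosome 3, 122245487 to 122267215) averaged 400 ± 29.8, 517 ± 62.5 and 566 ± 65.4 CPM against 58.7 ± 17.2 CPM, log2 fold changes of 2.81, 3.17 and 3.30 (standard error 0.21, adjusted p from 1.94e-07 to 1.68e-06). *Cyp1a1* (chromosome 9, 57687928 to 57703824) averaged 4.16 ± 1.51, 7.26 ± 0.627 and 6.48 ± 0.942 CPM. All LL2 WT samples were under the floor, so *Cyp1a1* was at least 41.6-fold, 72.6-fold and 64.8-fold higher (adjusted p from 7.74e-09 to 6.92e-08). It is listed at 0 in *NRF2* KO. For each of these genes, all 9 *KEAP1* KO samples were above every LL2 WT sample.

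Of 8 *Akr1c* genes, 4 were tested. *Akr1c18* (chromosome 13, 4132615 to 4150646) rose from 0.0591 ± 0.0748 CPM to 6.37 ± 0.528, 5.04 ± 0.265 and 5.23 ± 1.63 CPM, log2 fold changes of 5.44, 5.11 and 5.13 (standard error 0.34, adjusted p from 2.54e-07 to 2.81e-07). *Akr1c13* (chromosome 13, 4191168 to 4205604), with 33.7% of its 31-base stretches in related genes, averaged 2.56 ± 0.289, 4.02 ± 1.25 and 6.26 ± 0.643 CPM, at least 25.6-fold, 40.2-fold and 62.6-fold higher than in LL2 WT (adjusted p from 1.53e-06 to 2.79e-05). *Akr1c14* (chromosome 13, 4048991 to 4090560) was called higher in *KEAP1* KO #1 (3.63, adjusted p = 1.13e-05) and lower in *KEAP1* KO #2 (−1.66, adjusted p = 0.00218), and was not called in *KEAP1* KO #3 (0.72, adjusted p = 0.115). The call in *KEAP1* KO #2 was lost with a pseudocount of 1 CPM (−0.63) or 0.5 CPM (−0.95). *Akr1c21* was not called in any clone (−0.14, 0.02 and 0.07). Its direction flipped with the lowest pseudocount in *KEAP1* KO #2 (−0.12) and *KEAP1* KO #3 (−0.05), and with rescaled CPM (−0.01) and quantile normalization (−0.03) in *KEAP1* KO #2. With quantile normalization the lowest value of the 4 tested genes in *KEAP1* KO #3 was −0.0032. Over its 478 genes with a known position and enough expression, chromosome 13 lay 0.14, 0.20 and 0.27 above the median of all genes in the 3 clones.

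*Ugt1a6a* (chromosome 1, 88134809 to 88220002) rose from 2.96 ± 1.93 CPM to 42.4 ± 2.28, 19.7 ± 5.25 and 31.9 ± 8.69 CPM, log2 fold changes of 3.98, 2.84 and 3.53 (standard error 0.41, adjusted p from 2.81e-05 to 0.000213). *Ugt1a6b* (chromosome 1, 88103257 to 88218998) had log2 fold changes of 3.27, 2.57 and 2.61 (standard error 0.53, adjusted p from 0.000856 to 0.00273). With a pseudocount of 1 CPM, the last 2 fell to 0.77 and 0.81 and were not called. The *Ugt1a6a* and *Ugt1a6b* transcripts share 53.0% and 84.2% of their 31-base stretches with related genes.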

### 2.2. KEAP1 KO Enhances a Cancer-Cell Intrinsic Immunosuppressive Phenotype

To determine how *KEAP1* mutations impacted the intrinsic phenotype of the cancer lines and how they are implicated in immunosuppression, we used a multiplex assay to evaluate the secretome of the KO lines (Table S2). The release of most cytokines was decreased in the *KEAP1* KO clones (Figure 2a). Select mediators identified by multiplex were validated using PCR (Figure 2b), which included cytokines with higher (CXCL1, CXCL5, CXCL10) and lower release (IL-33 and IL-18). Notable decreased cytokines in the *KEAP1*-KO clones included IL-7R alpha [34], IL-18 [35], IL-23 [36], IL-31 [37], and IL-33 [38], which are pro-inflammatory and correlate with infiltration and activation of T cells and anti-tumor responses. The two chemokines upregulated in *KEAP1* KO cells, CXCL1 and CXCL5 (Figure 2a,b), promote myeloid lineage infiltration into tumors [39,40,41,42,43], a significant finding because innate immune cells within the TIME suppress T cell function [44]. 

We next evaluated the expression of checkpoint markers on the cancer cells that could play a role in direct T-cell suppression. Expression of PD-L1 (*CD274*), CD80/CD86 (*CD80*), and CD155 (*PVR*) were all significantly (*p* < 0.05) higher in the *KEAP1* KO lines (Figure 2c). PD-L1 is a well-characterized immunosuppressive checkpoint maker that, when expressed on cancer cells, blocks T-cell activation through its cognate ligand PD-1 [45]. CD80 and CD86, while not as well characterized clinically, demonstrate similar immunosuppressive changes when expressed on cancer cells [46,47]. These surface proteins bind to CTLA-4, which is a clinically validated target on T cells [48]. Lastly, CD155 is the high-affinity co-receptor of TIGIT (an inhibitory T-cell receptor) and is thought to promote immunosuppression in chronically activated T cells within tumors [49,50]. 

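Of the cytokine genes of Figure 2d, *Cxcl1* and *Il33* were expressed above 1 CPM in LL2 WT and *Cxcl5* below it. *Cxcl1* (chromosome 5, 90891245 to 90893121) had log2 fold changes of 1.52 in *KEAP1* KO #1 (standard error 0.67, adjusted p = 0.121 from limma), 1.55 in *KEAP1* KO #2 (adjusted p = 0.0963), 2.40 in *KEAP1* KO #3 (adjusted p = 0.0159) and −0.96 in *NRF2* KO (adjusted p = 0.664). Only the change in *KEAP1* KO #3 is called. It was lost without LL2 WT replicate 1 (2.22, adjusted p = 0.0557), LL2 WT replicate 2 (1.93, adjusted p = 0.055) or *KEAP1* KO #3 replicate 3 (2.00, adjusted p = 0.0557). Without LL2 WT replicate 3, *Cxcl1* was called in *KEAP1* KO #1 (2.18, adjusted p = 0.0393) and *KEAP1* KO #2 (2.20, adjusted p = 0.0274) too. With replicate 3 of every line as a batch, an alternative chosen after seeing the data, it was called in *KEAP1* KO #1 (adjusted p = 0.000112) and *KEAP1* KO #2 (adjusted p = 5.59e-05).

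*Cxcl5* (chromosome 5, 90759298 to 90761625) averaged 0.298 ± 0.141 CPM in LL2 WT, 0.487 ± 0.432, 0.805 ± 0.68 and 2.58 ± 1.91 CPM in *KEAP1* KO #1, #2 and #3, and 0.0925 ± 0.111 CPM in *NRF2* KO. It was called in *KEAP1* KO #3 (2.59, adjusted p = 0.0101), where all 3 samples were above every LL2 WT sample, but not in *KEAP1* KO #1 (0.37, adjusted p = 0.728), *KEAP1* KO #2 (0.99, adjusted p = 0.279) or *NRF2* KO (−1.15, adjusted p = 0.569). Without *KEAP1* KO #1 replicate 3 the first of these became −0.19. *Il33* (chromosome 19, 29925113 to 29960718) was at 14.3, 3.01 and 45.3 CPM in the LL2 WT samples, and lower in all 9 *KEAP1* KO samples, which averaged 0.635 ± 0.407, 0.288 ± 0.168 and 0.638 ± 0.353 CPM. Its log2 fold changes were −4.29 (standard error 1.07, adjusted p = 0.0122), −5.11 (adjusted p = 0.00308) and −4.25 (adjusted p = 0.00918), and −3.29 in *NRF2* KO (adjusted p = 0.254). With voom weights none of the *KEAP1* KO clones was called (adjusted p from 0.0668 to 0.0819). The call in *KEAP1* KO #1 was also lost without LL2 WT replicate 3 (−3.37, adjusted p = 0.0538) or *KEAP1* KO #1 replicate 2 (−3.77, adjusted p = 0.0579). With replicate 3 of every line as a batch, *Il33* was called in *NRF2* KO (adjusted p = 0.0364). Of the 3 cytokine genes, 1, 1, 3 and 0 were called in *KEAP1* KO #1, #2, #3 and *NRF2* KO, and 1 had an unadjusted p under 0.05 in *NRF2* KO. The counts adjusted over the list alone were 1, 1, 3 and 1.

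Of the surface markers, *Cd80* (chromosome 16, 38457430 to 38495958) rose from 1.61 ± 0.963 CPM to 3.74 ± 0.386, 4.21 ± 0.219 and 5.18 ± 0.592 CPM, log2 fold changes of 1.29 (standard error 0.39, adjusted p = 0.0303), 1.47 (adjusted p = 0.0122) and 1.75 (adjusted p = 0.00429), with all 9 samples above every LL2 WT sample. In *NRF2* KO it was 0.22, and it turned negative without LL2 WT replicate 1 (−0.02) or *NRF2* KO replicate 2 (−0.26). The call in *KEAP1* KO #1 was lost with a pseudocount of 1 CPM (0.91), without a filter, with only that clone and LL2 WT in the model, and in 5 of the 6 fits that each left out a replicate (1.05 without LL2 WT replicate 1, 1.11 without LL2 WT replicate 3, and 1.29, 1.37 and 1.22 without *KEAP1* KO #1 replicates 1, 2 and 3). In *KEAP1* KO #2 it was lost without LL2 WT replicate 1 (1.23, adjusted p = 0.055). *Cd274* (chromosome 19, 29362107 to 29388095) was at 1.00 ± 0.166 CPM in LL2 WT and 1.46 ± 0.205, 1.92 ± 0.144 and 1.41 ± 0.293 CPM in the *KEAP1* KO clones. The log2 fold changes of 0.50 (adjusted p = 0.141), 0.88 (adjusted p = 0.0125) and 0.44 (adjusted p = 0.169) are not called, and the change in *KEAP1* KO #2 is called with quantile normalization (1.07, adjusted p = 0.00154). Its value of 0.10 in *NRF2* KO turned negative without LL2 WT replicate 1 (−0.03) or *NRF2* KO replicate 3 (−0.06). *Pvr* (chromosome 7, 19903578 to 19921143), the gene of CD155, was at 18.4 ± 8.20 CPM in LL2 WT and 24.0 ± 8.80, 27.7 ± 3.75 and 31.4 ± 8.33 CPM in the *KEAP1* KO clones. Its log2 fold changes of 0.42, 0.67 and 0.83 (adjusted p = 0.418, 0.159 and 0.0852) are not called. Without LL2 WT replicate 3 it was called in *KEAP1* KO #2 (1.00, adjusted p = 0.0456) and *KEAP1* KO #3 (1.16, adjusted p = 0.0233), and its value of −0.21 in *NRF2* KO became 0.13. Each *KEAP1* KO clone had 1 of the 3 marker genes called, and *NRF2* KO had 0, with 0 at an unadjusted p under 0.05. The counts adjusted over the list alone were the same.

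Other cytokine genes that the paper names for the multiplex assay were at low levels. *Cxcl10* was called in *KEAP1* KO #1 (2.54, adjusted p = 0.00652) but not in *KEAP1* KO #2 (0.52, adjusted p = 0.515) or *KEAP1* KO #3 (1.39, adjusted p = 0.0788). In *KEAP1* KO #3 it was called with quantile normalization (1.43, adjusted p = 0.0441), with only the lines compared in the model (adjusted p = 0.0424) and with replicate 3 as a batch (adjusted p = 0.0264). Without *NRF2* KO replicate 3 its value of 0.14 in *NRF2* KO became −0.47. *Il18* was called lower in *KEAP1* KO #2 (−1.34, adjusted p = 0.0465) and *KEAP1* KO #3 (−1.41, adjusted p = 0.0375) and not in *KEAP1* KO #1 (−1.03, adjusted p = 0.134), and these calls were lost in 11 and 9 of the alternatives. Among those, leaving out LL2 WT replicate 1, 2 or 3 gave −1.28, −1.24 or −1.48 in *KEAP1* KO #2 and −1.36, −1.32 or −1.55 in *KEAP1* KO #3, *KEAP1* KO #2 replicate 2 or 3 gave −1.07 or −1.28, and *KEAP1* KO #3 replicate 2 gave −0.89. *Il7r* was at least 9.58-fold higher in *KEAP1* KO #2 (adjusted p = 0.000165) and at least 12.6-fold higher in *KEAP1* KO #3 (adjusted p = 5.79e-05), and not called in *KEAP1* KO #1 (adjusted p = 0.57). With a pseudocount of 1 CPM the call in *KEAP1* KO #2 was lost (0.88). *Il23a* was not called in *KEAP1* KO #1, #2 or #3 (1.24, 1.31 and 1.30, adjusted p from 0.0544 to 0.0816) or *NRF2* KO (1.72, adjusted p = 0.173). It was called with quantile normalization in *KEAP1* KO #2 (1.49) and *KEAP1* KO #3 (1.43), without LL2 WT replicate 3 in the same clones (1.62 in each), without LL2 WT replicate 2 in *KEAP1* KO #2 (1.50), and with replicate 3 as a batch in all 3 *KEAP1* KO clones (adjusted p from 0.0322 to 0.0472). *Il31* and *Cd86* were too low to be tested.

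**Figure D3:**
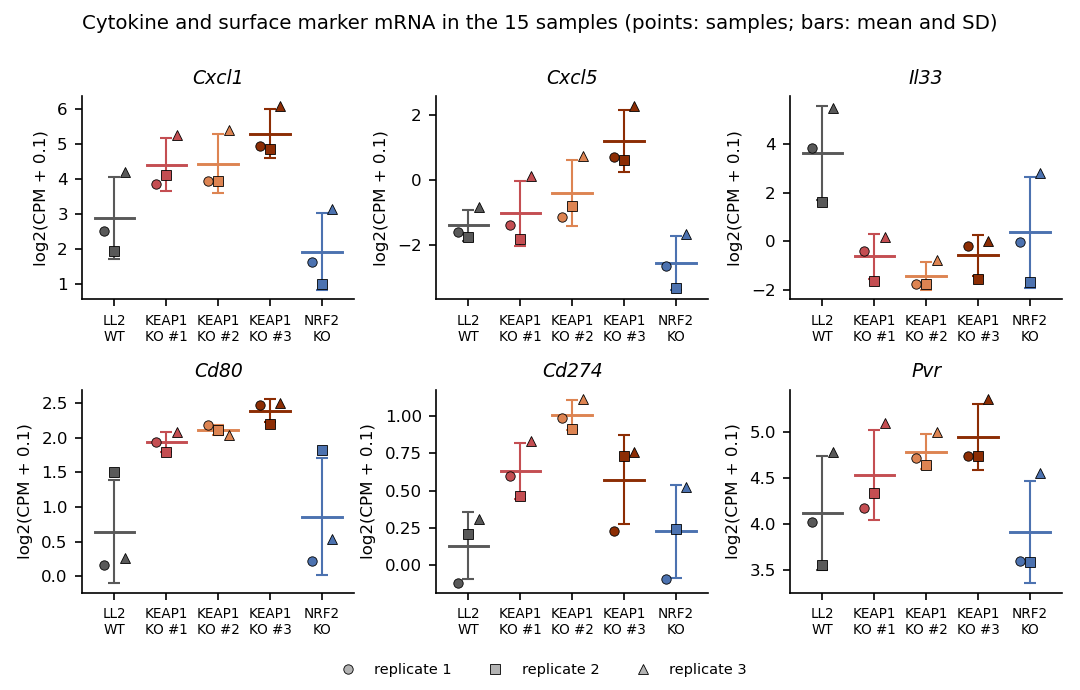
log2(CPM + 0.1) of *Cxcl1*, *Cxcl5*, *Il33*, *Cd80*, *Cd274* and *Pvr* in each sample of the 5 lines. Circles, squares and triangles are replicates 1, 2 and 3, and the line and error bar are the mean and SD; *Il33* in LL2 WT spans 3.01 to 45.3 CPM.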

The changes in cytokine release and surface marker expression were consistent with gene expression from our sequencing dataset (Figure 2d). 

Because of the known differences in immune cell accumulation in human *KEAP1*-mutant tumors [20,29] and the increased CXCL1 and CXCL5 expression suggesting increased myeloid lineage infiltration, sequencing of the knockout cells was used to compare differential expression of genes. As shown in Figure 3a, the *KEAP1* KO and *NRF2* KO clones (as compared to LL2 WT) produced distinct expression profiles. 

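Against LL2 WT, 1251 genes were called in *KEAP1* KO #1 (667 higher and 584 lower), 2006 in *KEAP1* KO #2 (870 higher and 1136 lower), 1967 in *KEAP1* KO #3 (892 higher and 1075 lower) and 68 in *NRF2* KO (13 higher and 55 lower). The alternative that moved the counts most as a ratio, limma treat, which tests against a log2 fold change of 1, gave 256, 573, 620 and 5 genes. An adjusted p alone, without the limit on the fold change, gave 3392, 4680, 4604 and 91. The *NRF2* KO count fell to 7 with only *NRF2* KO and LL2 WT in the model, and 5 of the 68 genes were among these 7. It ranged from 29 without *NRF2* KO replicate 2 to 87 without LL2 WT replicate 2, and was 173 with replicate 3 of every line as a batch, an alternative chosen after seeing the data. Of the genes called in *KEAP1* KO #1, 53.3% were higher, and 43.1% with CPM rescaled by the median ratio.

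In the 3 *KEAP1* KO clones together 2685 genes were called. Of these, 962 were called in exactly 1 clone, 907 in 2 and 816 in all 3. In all 3 clones 805 genes went the same way, 419 higher and 386 lower, against 369 higher and 464 lower with rescaled CPM and 395 higher and 484 lower with quantile normalization, and 25 genes of the 2685 went opposite ways between clones. Of the 419, *NRF2* KO had 12 called lower and 5 called higher. Of the 386, it had 16 called lower and 1 called higher. Whether the effect of a gene differs between *NRF2* KO and the *KEAP1* KO clones was not tested.

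Among genes with at least 1 CPM in LL2 WT or in every *KEAP1* KO clone, those called the same way in all 3 clones were ordered by their mean log2 fold change. The top 5 were *Gsta2*, *Gsta1*, *Gsta3*, *Gm3776* and *Aldh3a1*, and the bottom 5 were *Col3a1*, *Gm5537*, *Dkk2*, *Adcyap1r1* and *Pde4b*. *Aldh3a1* had log2 fold changes of 7.38, 6.83 and 8.13 in *KEAP1* KO #1, #2 and #3. *Gm3776* (chromosome 9, 78257129 to 78269166) had 9.14, 9.01 and 11.23, and 89.0% of its 31-base stretches occur in *Gsta* transcripts. *Col3a1* had −5.20, −6.84 and −10.21, *Dkk2* −3.20, −7.77 and −7.04, and *Pde4b* −4.66, −5.68 and −6.04. *Adcyap1r1* was at least 78.1-fold lower in *KEAP1* KO #1 and #3 and had a log2 fold change of −5.65 in *KEAP1* KO #2. The pseudogene *Gm5537* was at 1.76, 2.45 and 126 CPM in the LL2 WT samples. Without LL2 WT replicate 3 its log2 fold change was −4.44 in each *KEAP1* KO clone and it was not called.

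In *NRF2* KO the same order gave *Ccbe1*, *Plcl1*, *Xlr*, *Dock3* and *Cnrip1* at the top and *Clip3*, *Ly9*, *Ggt1*, *Ugt1a6a* and *Mgst1* at the bottom. *Clip3* was at least 129-fold lower (adjusted p = 5.3e-07 from limma). The log2 fold change of *Ly9* was −5.54 (adjusted p = 4.33e-08), of *Mgst1* −4.17 (adjusted p = 1.7e-07), of *Ggt1* −4.46 (adjusted p = 0.00391) and of *Ugt1a6a* −4.35 (adjusted p = 0.000171). The calls of *Ggt1* and *Ugt1a6a* were lost with voom weights (−4.77 and −6.23) and with only *NRF2* KO and LL2 WT in the model (adjusted p = 0.286 and 0.127, the latter within a range up to 0.196 over the alternatives). For each of the bottom 5, all *NRF2* KO samples were below every LL2 WT sample.

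**Figure D4:**
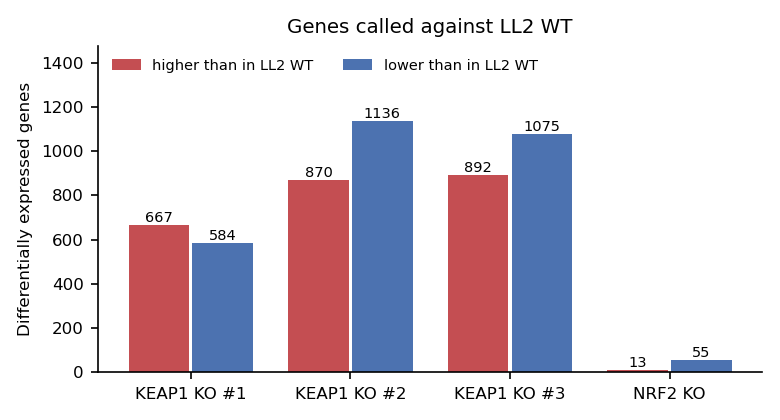
Number of genes called higher and lower against LL2 WT in each clone (y axis, starting at 0), as bars. The totals are 1251, 2006, 1967 and 68 genes.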

We used these sets of genes for pathway analysis to determine which overall functions are enriched in the *KEAP* KO cancer cells. Compellingly, the pathway analysis confirmed the increased expression of myeloid-recruiting chemokines (Figure 2a,b,e) and enrichment of pathways that recruit leukocytes (Figure 3b–e). Specifically, genes involved in leukocyte accumulation were significantly enriched (Figure 3b, Table S3) in all three *KEAP* KO cancer lines (*p* = 7.24 × 10^−9^ to 1.3 × 10^−15^, Z-scores: 1.32 to 1.62), in addition to identification of a pathway specific for recruitment of neutrophils and other myeloid cells (Figure 3c, *p* = 5.95 × 10^−9^, Z-score = 2.12) in *KEAP* KO #3. 

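Of the 47 genes printed in Figure 3b, 46 were tested. The 3 clones had 29 (21 higher and 8 lower), 43 (26 higher and 17 lower) and 45 (26 higher and 19 lower) called in *KEAP1* KO #1, #2 and #3, with 20 higher and 8 lower in all 3. *NRF2* KO had 1 called, *Bmp4*, which was lower and was chosen for mention after its value was seen. Adjusted over the list alone, the counts were 30, 44, 45 and 6. The list medians were 0.91, 1.45, 1.77 and −0.19, and with bounded genes at their bound 0.91, 1.48, 1.77 and −0.23. *Selp* rose most in each *KEAP1* KO clone, with log2 fold changes of 5.98, 7.57 and 8.22. The lowest value was *Rgs16* at −4.74 in *KEAP1* KO #1 and *Thbs1* at −6.11 in *KEAP1* KO #2, and in *KEAP1* KO #3 *Rgs16* was at least 78.4-fold lower.

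Table S3 names complete sets of genes for single functions. Of the 46 genes of leukocyte accumulation in *KEAP1* KO #1, 45 were tested and 41 called (24 higher and 17 lower), with a median log2 fold change of 1.22. Of its 33 genes of neutrophil recruitment, 30 were called (23 higher and 7 lower), with a median of 1.32, or 1.50 with bounded genes at their bound. In *KEAP1* KO #3, 40 of the 45 genes of neutrophil recruitment were called (31 higher and 9 lower), with a median of 1.49, or 1.57 with bounded genes at their bound. Adjusted over each list alone, the counts were 44, 31 and 42. All of these lists were chosen by the paper on the same samples, so they are not independent evidence.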

Pathways involving immune cell trafficking were significantly enriched (Figure 3d,e, Table S3) across all 3 *KEAP* KO clones but were not observed in the *NRF2* KO clone. More than 200 genes were detected in *KEAP1* KO #1, and > 300 were found in *KEAP1* KO # 2 and 3 relating to immune trafficking (Figure 3d). As compared to the *NRF2* KO line with only 10 genes, *KEAP1* KO or NRF2 pathway activation should greatly alter immune presence in tumors. 

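The 10 genes that Table S3 names for *NRF2* KO were all tested. Of these, 8 were called, all lower, with a median log2 fold change of −2.54 over the list, from −4.17 for *Mgst1* to −1.20 for *Tnfrsf21*. Adjusted over the list alone, 10 were called, and since the paper chose them on these samples this is not independent evidence. From the number of genes in the *KEAP1* KO clones and the 10 genes in *NRF2* KO, the paper concludes that *KEAP1* KO or activation of the NRF2 pathway should alter the presence of immune cells in tumors.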

Cellular recruitment and accumulation are among these trafficking processes (Figure 3e), suggesting that *KEAP1* mutations drive the recruitment of immune cells that alter the microenvironment. The most significantly enriched pathway of immune cell trafficking across the 3 *KEAP1* KO cell lines was leukocyte migration (*p* = 1 × 10^−20^ to 2.25 × 10^−34^, Table S3), although the activation Z-score prediction varied (Z-score = −0.087 to −1.12). In addition, activation of leukocytes (*p* = 5.73 × 10^−12^ to 4.85 × 10^−21^, Z-Score = 0.38 to 0.88, Table S3) nearly had the highest number of enriched molecules across all *KEAP1* KO lines, behind “leukocyte migration” and “cell movement of leukocytes.” For these two pathways, analysis was unable to give consistent and reliable activation Z-scores greater than 1, although their enrichment and high number of genes present support the importance of KEAP1/NRF2 in these processes. Taken together, *KEAP1* KO significantly promotes an immunosuppressive cancer cell phenotype through alterations of the secretome, regulation of surface markers, and gene expression changes consistent with modified regulation of immune trafficking.

### 2.3. KEAP1 KO Suppresses T-Cell Function in an Orthotopic Allograft Model of Lung Cancer 

Based on our hypothesis that altered immune cell recruitment can drive immune suppression, we tested whether T-cell numbers or function were decreased in a model of *KEAP1* KO lung cancer. In an orthotopic lung cancer allograft model, cancer cells were directly transplanted into the lungs of mice (Figure 4). WT, *KEAP1* KO, or *NRF2* KO lung cancer lines all formed tumors in the lungs (Figure 4a–d). We then assessed T cells that are critical for anti-tumor responses [51]. Although the overall abundance of T cells was not significantly altered (Figure S1), T-cell function was decreased. A lower percentage of cells expressing CD69 and CD107a activation markers were detected in CD8^+^ populations of *KEAP1* KO tumors (Figure 4e). CD25^+^ CD4^+^ T cells were higher in *KEAP1* KO tumors (Figure 4f), which could indicate higher Treg function [52,53]. The ratio of CD8^+^/CD4^+^CD25^+^ cells was decreased in the *KEAP1* KO tumors, although the overall CD8^+^/CD4^+^ ratio was not significantly altered (Figure 4g). This finding is relevant because a decreased CD8^+^/CD4^+^CD25^+^ ratio correlates with worse clinical outcomes in some cancers [54]. These effects on T-cell immunosuppression were not observed in *NRF2* KO tumors. Because of the variability of infiltration in immune cells using this model, we could not accurately estimate the abundance of infiltrating myeloid cells. Despite this, CD206^+^ macrophage subpopulations in *KEAP1* KO tumors were significantly increased (Figure 4h). CD206 is a marker for polarization of M2-like macrophages [55] and increased abundance of these cells within the tumor microenvironment signifies poor lung cancer prognosis [56] and immunosuppression [55,57]. Our data suggesting *KEAP1* KO cancer cells increase the recruitment of immune cells, in combination with evidence of increased CD206^+^ presence in the microenvironment, warranted further investigation.

### 2.4. KEAP1-Mutant Lung Cancer Increases Recruitment of Macrophages

To explore the cellular recruitment phenotype of cancers with *KEAP1* mutations, we turned to a publicly available single-cell sequencing dataset produced by Zavitsanou et al. [31]. In their study, *KEAP1*-mutant cell lines (*Kras^G12D^*^/+^; *p53*^−/−^ (*KP*); *KEAP1^−/−^*) were derived from a virally induced murine tumor model. These cells were injected into a tail vein, and immune cells from the resulting lung tumors sorted and sequenced. We accessed this dataset to examine the immune landscape of *KEAP1*-mutant lung tumors (Figure 5a). 

Macrophages were present in the *KEAP1*-mutant tumor model (Keap1470C) at a frequency nearly double that of Keap1WT tumors (25.9% vs. 13.5%; Figure 5b). Using this data, we subset the macrophage population and re-clustered them based on protein surface markers (antibody-derived tags) available within the sequencing dataset. The analysis identified seven clusters within the main macrophage population of pooled Keap1WT and Keap1470C tumors (Figure 5c). Importantly, clusters 2 and 3 were overrepresented in the Keap1470C macrophage population (Figure 5d). The frequency of cluster 3 was 18.95% and cluster 2 was 24.5% of overall macrophages in Keap1470C tumors, an increase of 3.5× and 3.3× respectively, compared to 5.35% and 7.4% identified in the Keap1WT tumors (Figure 5e). When the top protein markers expressed in the macrophage clusters (Figure 5f) were analyzed, each cluster had a distinct set of surface markers with cluster 2 characterized by considerably higher levels of CD38, CD14, and CD80, and cluster 3 with low MHC II (IA-IE), high F4-80, and increased CD38. Interestingly, CD206 expression was increased in both clusters 2 and 3, consistent with our findings in the lung tumor allograft model (Figure 4). 

### 2.5. Macrophage Clusters 2 and 3 Express Markers Consistent with Infiltrating Macrophages and Poor Prognosis

Next, we split the macrophage clusters by Keap1 mutational status of the tumor and assessed infiltration and prognostic markers (Figure 6). CD11b (a marker of infiltrating macrophages) was more abundant in cluster 2 and 3 macrophages (Figure 5f and Figure 6a), and accordingly, these clusters were more frequent in Keap1470C tumors with marginally higher expression of CD11b (cluster 2: Log_2_FC = 0.325, adj. *p* = 4.43 × 10^−5^; cluster 3: Log_2_FC = 0.39, adj. *p* = 1.5 × 10^−4^; Figure 6b). CD11c (a resident macrophage marker) was more highly expressed in clusters 0 and 5 (Figure 6c,d). 

Poor prognosis correlates with low macrophage MHC II [58], high CD38 expression in the tumor microenvironment [59], and high CD206 [56]. Keap1470C tumors had increased abundance of macrophage populations with detrimental expression patterns for MHC II (Figure 6e), CD206 (Figure 6g), and CD38 (Figure 6k) mostly focused within clusters 2 and 3. The number of cells with this pattern of markers was increased, but overall MHC II expression was decreased (cluster 2: Log_2_FC = −0.95, adj. *p* = 3.39 × 10^−10^; cluster 3: Log_2_FC = −0.81, adj. *p* = 4.27 × 10^−7^; Figure 6f) and CD38 slightly elevated (cluster 2: Log_2_FC = 0.45, adj. *p* = 2.88 × 10^−5^; cluster 3: Log_2_FC = 0.29, adj. *p* = 0.04; Figure 6l) in Keap1470C macrophages. 

The overall expression of CD206^+^ macrophages was not consistently altered in clusters 2 and 3 by genotype (Figure 6h). Intriguingly, in Keap1470C macrophages, CD80 was expressed at a higher level in cluster 2 and 3 (cluster 2: Log_2_FC = 0.96, adj. *p* = 5.655 × 10^−13^; cluster 3: Log_2_FC = 0.58, adj. *p* = 7.45 × 10^−5^; Figure 6i,j), which indicates an M1-like phenotype. To elaborate on this finding, we subset clusters 2 and 3 into their own respective populations and re-clustered again based on protein surface marker expression (Figure 6m,n). In cluster 2 (Figure 6m), CD80 expression was mostly present in subcluster 0, a distinct set of cells from those in subcluster 1. Strikingly, CD206 expression was nearly excluded from the CD80-high cells of subcluster 0, as almost all CD206-high cells were in subcluster 1. The same trends were observed for the populations in cluster 3 (Figure 6n). Because we had identified these high CD206-expressing cells (subclusters 1 for each macrophage cluster 2 and 3), we combined and calculated the overall number of CD206-high cells by Keap1 status. The overall percentage of CD206-high macrophages in Keap1470C tumors was 19.6%, 2.2× higher than the 8.65% in the KeapWT (Figure 6o). 

### 2.6. Prostaglandin Signaling May Mediate M2-like Macrophage Polarization in Keap1-Mutant Tumors

Finally, we sought to identify a potential mechanism by which Keap1-mutant cancers mediate inflammation and polarization of macrophages. We began by assessing the bulk-RNAseq pathway analysis using the *KEAP1* KO clones (Figure 1g and Figure 3b–d). Reassessing the data using the Diseases and Functions analysis (“downstream” functional assessment of the cancer cells) identified several pathways consistently upregulated across all the clones (Table S4). NRF2 is a metabolic regulator with the capability of rewiring the metabolic pathways within cells [60,61,62,63,64]. Fittingly, our functional analysis identified two highly enriched pathways related to alterations in molecular fat in the three *KEAP1* KO lines: Synthesis of Lipid (Figure 7a, Z-score = 1.88–2.49) and Fatty Acid Metabolism (Figure 7b, Z-score = 0.70–3.09). 

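Of the 50 genes printed in Figure 7a, 45 were tested. Of these, 31 were called in *KEAP1* KO #1 (18 higher and 13 lower), in *KEAP1* KO #2 43 (21 higher and 22 lower) and in *KEAP1* KO #3 45 (22 higher and 23 lower). The same direction was called in all 3 clones for 17 higher and 13 lower. *Pdgfrb* was called higher in *KEAP1* KO #1 and lower in the other clones. In *NRF2* KO, *Bmp2* and *Bmp4* were called, both lower. Adjusted over the list alone, the counts were 35, 44, 45 and 5, and the list medians were 0.20, −0.94, −2.27 and −0.09.

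Of the 50 genes printed in Figure 7b, 46 were tested. In *KEAP1* KO #1, 36 were called (18 higher and 18 lower), in *KEAP1* KO #2 45 (22 higher and 23 lower) and in *KEAP1* KO #3 46 (22 higher and 24 lower), with 18 higher and 18 lower in all 3. *NRF2* KO had *Nqo1*, *Bmp2* and *Stra6* called, all lower. The counts adjusted over the list alone were 38, 46, 46 and 6, and the list medians were −0.28, −1.18, −2.23 and −0.30. *Ighm* was among the genes that fell, and is listed at 0 in *KEAP1* KO #2. Both lists were chosen by the paper on the same samples and are not independent evidence. *Bmp2*, *Bmp4* and *Stra6* were chosen for mention after their values were seen.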

When we assessed the top 25 enriched canonical pathways (Table 1), MIF-Regulation of Innate Immunity was significantly upregulated in all *KEAP1* KO clones (Z-score = 2.12–2.65). 

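*Pla2g2d* and *Pla2g5* lie close together on chromosome 4, from 138775735 to 138782052 and from 138799247 to 138863562. All LL2 WT samples were under the floor of 0.1 CPM for both. *Pla2g2d* averaged 0.551 ± 0.219, 4.48 ± 0.850 and 3.06 ± 0.697 CPM in *KEAP1* KO #1, #2 and #3, at least 5.51-fold, 44.8-fold and 30.6-fold higher (adjusted p = 0.000228, 1.52e-07 and 3.7e-07 from limma). *Pla2g5* averaged 0.516 ± 0.431, 2.49 ± 1.44 and 1.95 ± 0.523 CPM, at least 5.16-fold, 24.9-fold and 19.5-fold higher (adjusted p = 0.00622, 2.74e-05 and 3.94e-05). Both calls in *KEAP1* KO #1 were lost with a pseudocount of 1 CPM (0.59 and 0.54) or 0.5 CPM (0.99 and 0.90), and that of *Pla2g5* with voom weights (3.82, adjusted p = 0.0653). *Ptgs2* (chromosome 1, 150100031 to 150108234) averaged 32.2 ± 23.3 CPM in LL2 WT, 166 ± 50.4, 217 ± 13.2 and 234 ± 23.3 CPM in the *KEAP1* KO clones and 10.7 ± 2.53 CPM in *NRF2* KO. Its log2 fold changes were 2.55 (standard error 0.37, adjusted p = 0.000361), 2.98 (adjusted p = 6.05e-05), 3.08 (adjusted p = 4.18e-05) and −1.37 (adjusted p = 0.153). For the 3 genes, every *KEAP1* KO sample lay above every LL2 WT sample. With replicate 3 of every line as a batch, *Ptgs2* was called lower in *NRF2* KO (adjusted p = 0.0262). All 3 genes were called in each *KEAP1* KO clone and none in *NRF2* KO, where 1 had an unadjusted p under 0.05. The counts adjusted over the list alone were 3, 3, 3 and 1.

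**Figure D5:**
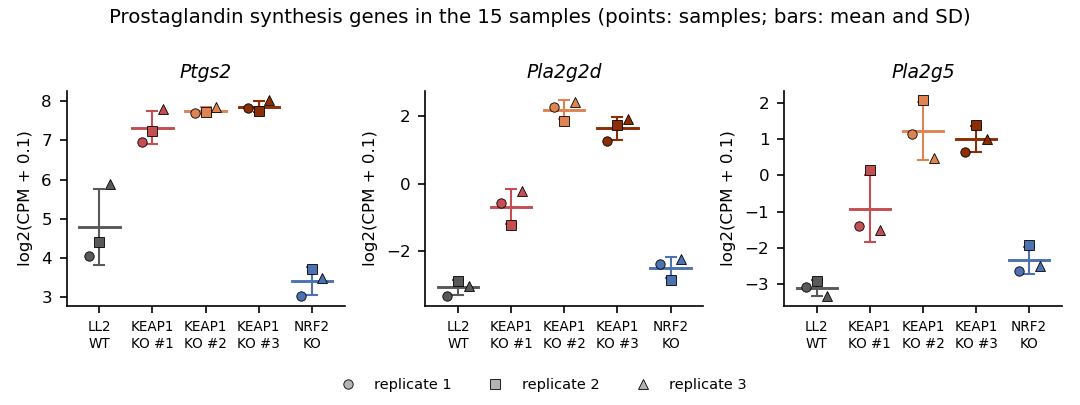
log2(CPM + 0.1) of *Ptgs2*, *Pla2g2d* and *Pla2g5* in each sample of the 5 lines. Circles, squares and triangles are replicates 1, 2 and 3, and the line and error bar are the mean and SD; *Ptgs2* means are 32.2 CPM in LL2 WT and 234 CPM in *KEAP1* KO #3.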

Genes within this canonical pathway overlap with genes found in the downstream functional analysis for Synthesis of Lipid and Fatty Acid Metabolism, such as *PLA2G2D*, *PLA2G25*, and *PTGS2* (COX-2). An excerpt from the MIF-Regulation of Innate Immunity Pathway is shown in Figure 7c. QIAGEN IPA predicts strong upregulation of this section of the pathway, implying increased prostaglandin production. Notably, high levels of prostaglandin are associated with T-cell suppression [65,66,67] and polarization to an M2-like macrophage phenotype [68,69]. We verified increased COX-2 protein level in the *KEAP1* KO cell lines (Figure 7d), which was elevated by 2–3-fold (Figure 7e), but not significantly altered in the *NRF2* KO.

The previous data regarding macrophage populations in the single-cell dataset (Figure 5 and Figure 6) exclusively evaluated protein-level surface markers. Based on the protein-marker clustering (Figure 5c), we extracted RNA gene expression data from clusters 2 and 3 and used the gene expression profiles to complete differential gene expression analysis between KeapWT and Keap1470C within each respective cluster. From this, we completed pathway analysis using the QIAGEN IPA Upstream Regulators function. In both clusters 2 and 3, prostaglandin E2 (PGE_2_) is predicted as a top upstream regulator for Keap1470C in an IPA comparison analysis between pathways for the clusters (Figure 7f). Specific genes regulated by PGE_2_ signaling found within the cluster gene expression sets are listed for cluster 2 (Figure 7g) and cluster 3 (Figure 7h). Common between both clusters, PGE_2_ activity is predicted to result in decreased *MHC* and increased *Arg1* expression, another M2-like macrophage marker.

## 3. Discussion

This study sought to identify changes in the immune microenvironment caused by cancer-specific *KEAP1* mutations. We found a cancer cell-intrinsic immunosuppressive phenotype directly caused by the loss of KEAP1 that was associated with increased recruitment and polarization of M2-like macrophages. Through creation of the clonally derived LL2 lines, we identified large changes in the cytokine secretome of *KEAP1* KO cancer cells. Cancer-derived cytokines are critical for shaping the immune microenvironment [70,71]. Therefore, it is conceivable that the broad decrease in cytokine release of *KEAP1* KO clones is partially responsible for the observed immune-cold microenvironment in human *KEAP1*-mutant cancers [29,72]. Notably, CXCL1 has a well characterized role in pancreatic ductal adenocarcinoma; it promotes myeloid cell recruitment and is associated with immunosuppressive macrophage infiltration [73]. 

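The level of *Cxcl1* differed between replicates of a line as well as between lines. In LL2 WT, replicates 1, 2 and 3 were at 5.66, 3.78 and 18.3 CPM. *KEAP1* KO #1 was at 14.6, 17.1 and 38.4 CPM, *KEAP1* KO #2 at 15.4, 15.4 and 42.6 CPM, *KEAP1* KO #3 at 30.5, 28.8 and 68.6 CPM, and *NRF2* KO at 3.00, 1.92 and 8.80 CPM. Replicate 3 was the highest sample in each of the 5 lines. With samples of the same number set side by side, every *KEAP1* KO sample was above LL2 WT and every *NRF2* KO sample was below it. Without regard to the number, all samples of *KEAP1* KO #3, but only replicate 3 of *KEAP1* KO #1 and of *KEAP1* KO #2, were above the highest LL2 WT sample.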

Because CXCL1 was highly and consistently upregulated in our *KEAP1* KO cell lines, this cytokine is likely to drive the presence of M2-like macrophages in these cancers. While there was minor variability between each clone, the overall trends were similar for all *KEAP1* KO lines, with the *NRF2* KO most similar to the WT. This pattern was apparent not only in our findings of immunosuppressive phenotypes but also for the clones overall because of their hierarchical clustering patterns observed in the sequencing dataset. Generally, we observed great homology between the *KEAP1* KO cells and hypothesize some of the differences observed are the result of biological variability between cells of the LL2 WT cancer line used for their generation.

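The clones were also compared with each other. Between *KEAP1* KO #1 and *KEAP1* KO #2, 671 genes were called (262 higher and 409 lower in the latter), between *KEAP1* KO #1 and *KEAP1* KO #3 679 (298 higher and 381 lower in the latter), and between *KEAP1* KO #2 and *KEAP1* KO #3 71 (38 higher and 33 lower in the latter). With the replicate number as a block, the last count was 135. It was 29 with only these clones in the model, and from 42 to 62 with a replicate left out, with the lowest value without *KEAP1* KO #3 replicate 1. Between *KEAP1* KO #1 and *KEAP1* KO #2, the count fell to 441 without *KEAP1* KO #2 replicate 1. With rescaled CPM, 299 genes were higher and 364 lower in *KEAP1* KO #2, and with quantile normalization 344 and 389. In *KEAP1* KO #3 against *KEAP1* KO #1 these were 346 and 334, and 367 and 328. The more frequent direction between *KEAP1* KO #1 and #3 thus depends on the scaling. Across the 14652 genes, the log2 fold changes against LL2 WT had a Spearman rho of 0.733 between *KEAP1* KO #1 and #2, 0.726 between #1 and #3 and 0.862 between #2 and #3. These correlations are across genes, which are not independent replicates, and the LL2 WT samples enter each pair. Simulated unchanged lines set against the same LL2 WT samples had a mean rho of 0.451 and at most 0.473. The simulation took the same spread for the LL2 WT mean and the other lines. In the data the median SD was 0.257 in LL2 WT and 0.166, 0.160 and 0.181 in *KEAP1* KO #1, #2 and #3. A larger spread in LL2 WT raises such a rho, so the simulated values may be too low. The rho with *NRF2* KO was 0.457, 0.452 and 0.420 for the 3 clones. Between samples, the mean rho was 0.971 for *KEAP1* KO #1 with #2, 0.970 for #1 with #3 and 0.9803 for #2 with #3.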

Deleterious alterations in the cytokine secretome, in combination with our sequencing data suggesting *KEAP1* mutant cells have an increased capability to regulate immune cell trafficking, led us to hypothesize that these *KEAP1*-deficient cancers are re-configuring their immune microenvironments to be more advantageous to the cancer. Decreased infiltration of lymphoid cell lineages, with some indication macrophages are also decreased, have been detected in human *KEAP1* mutant cancers [72]. However, it is still feasible that these cancers recruit new macrophage subsets and polarize them toward an immunosuppressive phenotype while following the pattern of decreased overall infiltration. To determine whether this phenomenon is relevant in human cancers, we searched the TIMER2.0 database [74,75,76] using the “mutation” immune association function, which accesses TCGA data to estimate immune cell infiltration. We identified a 3.54 Log_2_-fold increase in M2-like macrophages in *KEAP1*-mutant cancers (Figure S2). These cells were identified in squamous lung carcinomas with *KEAP1* mutations using the tumor immune dysfunction and exclusion (TIDE) analysis within the TIMER2.0 database. Unfortunately, lung adenocarcinomas are not available currently for assessment using TIDE. TIDE analysis is a computational method created to predict immune signatures in TCGA datasets. It was designed specifically to identify microenvironments associated with T-cell dysfunction and exclusion, pointedly involving the identification of M2-like macrophages associated with this phenotype [77]. These data support our hypothesis in that even though macrophages are possibly decreased overall in human *KEAP1* mutant tumors, the ones present likely have more immunosuppressive capability through their M2-polarization. 

Through our evaluation of the single-cell dataset published by Zavitsanou et al. [31], we found a higher abundance of macrophages present in Keap1R470C tumors. Intriguingly, the overall abundance of macrophages was increased, but a more striking finding was the differing compartments of identified macrophages. Macrophage clusters 2 and 3 were increased in the Keap1R470C tumors, whereas there was a relative decrease in the proportion of cluster-1 cells. Of the seven clusters identified, it is likely that clusters 0, 1, 4, and 5 represent alveolar macrophages or other resident subtypes because of the relative increase in expression of MHC II (IA-IE) and CD11c, but low CD11b expression. Clusters 2 and 3 are consistent with infiltrating macrophages, which have lower CD11c and high CD11b expression. Macrophage clusters 2 and 3 have the phenotype of infiltrating macrophages, but express relatively higher levels of CD206, the M2-macrophage marker, suggesting a pro-tumor phenotype. Because cells in these compartments also expressed CD80, canonically found on M1-like macrophages, we further evaluated subclusters within these populations and found that the cells expressing higher CD206 had much lower CD80 expression. We hypothesize that *KEAP1*-mutant tumors are recruiting macrophages to the tumor with an initial M1-like phenotype, but the cytokine and chemical milieu of the microenvironment subsequently polarizes these cells to an M2-phenotype. 

However, these findings raise questions regarding differences in macrophage infiltration between the mouse models used here and human cancers [72]. We posit that because of the broad immunosuppressive phenotype present in *KEAP1*-mutant cancers, human cancers that develop over a span of years or even decades have equilibrated to the immunosuppressive environment, which is reflected by an overall decrease in macrophages. Despite this, they retain their newly established M2-like macrophages (Figure S2) that enhance cancer immune evasion and suppress T cells. In the mouse models, which develop in the order of weeks, we may only capture the initial kinetics of *KEAP1*-mutant immune microenvironment formation led by the initial wave of M2-like macrophage polarization. This may be a potential limitation of the short-term cancer models used; nonetheless, the relevant outcomes remain similar with T-cell suppression a prevailing finding.

Consistent in many studies [20,23,41,67], *KEAP1* mutations in lung cancer result in T-cell suppression that promotes immune escape and cancer progression, a finding we also observed. Our data expand on the causes of T-cell suppression as we have further identified an increase in immunosuppressive markers expressed on *KEAP1*-mutant cancer cells that inhibit the T-cell response (PD-L1 [45], CD80/CD86 [46,47], and CD155 [49,50]). Increased immunosuppressive surface markers, along with decreased expression of T-cell promoting cytokines (IL-7R alpha [34], IL-18 [35], IL-23 [36], IL-31 [37], and IL-33 [38]) may be a source of T-cell suppression. Unfortunately, our model was not appropriate for assessing the implications of T-cell suppression on tumor growth. The LL2 model has rapid kinetics and a total timeline of less than 21 days, which is not suitable for a meaningful evaluation of tumor growth. 

In addition to differential regulation of cytokines, RNA sequencing of the cancer lines suggests a robust increase in prostaglandin synthesis pathways that could further suppress T-cell responses [65,66,67]. Prostaglandins are known immunomodulators released by various cancer types [65]. The bulk sequencing data suggesting increased prostaglandin synthesis in the *KEAP1* KO cell lines is notably strengthened by the single-cell dataset generated by Zavitsanou et al. [31], which we used to independently identify PGE_2_ signaling as a top upstream regulator of gene expression phenotypes observed in Keap1R470C macrophage clusters 2 and 3. These data suggest clusters 2 and 3 could be driven toward an M2-phenotype by PGE_2_. PGE_2_ release by cancer cells could tie together prostaglandin-mediated T-cell suppression and sustained immunosuppression by prostaglandin-driven M2-like macrophage repolarization [68,69]. In fact, the inhibition of prostaglandin signaling is being evaluated for enhancing T-cell function in cancer [78]. Although outside the scope of this current manuscript, the prostaglandin findings are an exciting avenue for future research. 

Despite the correlative nature of this data suggesting prostaglandin-mediated regulation, COX-2 overexpression alone is a negative prognostic indicator for NSCLC [79] and in pancreatic cancer correlates with T-cell exclusion [80]. COX-2/PGE_2_ signaling has many known immunomodulatory roles, and COX-2 expression generally correlates with increased PGE_2_ release [81]. Further investigation of a NRF2/COX-2/PGE_2_ axis may yield justification for combination immunotherapy treatments using COX-2 inhibitors to “sensitize” immune cells and checkpoint blockade to induce anti-cancer responses in patients bearing *KEAP1* mutations.

## 4. Materials and Methods

### 4.1. Tissue Culture

Murine Lewis Lung Carcinoma (LL2; CRL-1642-LUC2) cells were purchased from ATCC (Manassas, VA, USA) and cultured in complete DMEM media (Corning, Corning, NY, USA) containing 10% fetal bovine serum (FBS) (VWR, Radnor, PA, USA) and 1% penicillin and streptomycin (Corning). All cells were used within eight passages after thawing and cultured under a humidified atmosphere at 37 °C with 5% CO_2_. 

### 4.2. Cell Line Creation

LL2 knockout cell lines were created using a Lonza Nucleofection kit using plasmids containing CRIPSR components and guide RNAs. 4 × 10^6^ cells were spun at 90 *g* for 10 min, resuspended in Lonza SE Nucleofection Buffer (Lonza, Basel, Switzerland) and split into two tubes containing 2.5 μg of plasmid vector. Plasmids carried a gRNA for mKeap1 [VB900065-3915qbt] or mNfe2l2 [VB900051-0812sph], GFP, and the Cas9 enzyme (VectorBuilder, Chicago, IL, USA). The cell suspensions were loaded into Nucleofection cuvettes and protocol DS-150 run to facilitate plasmid entry (optimized protocol for this cell line) using a Lonza-4D Nucleofector. Cells were allowed to rest for 10 min at room temperature prior to adding 400 μL of complete cell media. Recovered cells were plated in 5 cm dishes with 5 mL of media and allowed to rest for 24 h. Single, viable (DAPI-), GFP+ clones were sorted on a BD FACS Aria (BD Biosciences, Franklin Lakes, NJ, USA) into a 96-well plate containing 100 μL of conditioned cell media (42% LL2 cell-conditioned media, 42% fresh complete DMEM, 16% FBS). Single clones were expanded for 3–4 weeks until sufficient cells were available for freezing and validation by Western blotting. Clones with evidence of KO by Western blotting were sent to Azenta Life Sciences (Burlington, MA, USA) for independent confirmation of genomic editing by Sanger sequencing.

### 4.3. Western Blotting 

LL2 cells were plated in 10 cm dishes and cultured for 48 h in complete media. Protein was harvested into RIPA buffer (5 M NaCl, 1 M Tris-Cl, 0.5 M EDTA, 25 mM deoxycholic acid, 1% Triton X-100 (*v*/*v*), 0.1% sodium dodecyl sulfate (*w*/*v*), pH 7.4) containing protease inhibitors (1 mM phenylmethylsulfonylfluoride, 2 mg/mL aprotinin, and 5 mg/mL leupeptin) purchased from Millipore-Sigma (Burlington, MA, USA). A bicinchoninic acid assay (Millipore-Sigma) was used to determine protein concentration, and 30 µg of protein was separated by gel electrophoresis on 10% SDS-PAGE gels. Proteins were then transferred to nitrocellulose membranes and blocked with 5% bovine serum albumin (*w*/*v*) in tris-buffered saline containing 0.1% tween-20 (*v*/*v*) for 1 h. Primary antibodies were incubated overnight at 4 °C [anti-NRF2 (Novus Biologicals, Centennial, CO, USA, 1:1000), anti-KEAP1, anti-NQO1, anti-COX-2 (Cell Signaling Technology, Danvers, MA, USA, 1:1000), and anti-actin (Cell Signaling Technology, 1:7000)] and secondary antibodies [anti-rabbit CW800 (Li-Cor, Lincoln, NE, USA, 1:10,000) or anti-mouse CW800 (Li-Cor, 1:10,000)] at room temperature for 1 h. Bands were detected using a Li-Cor CLx machine and band intensity quantified using Image Studio Lite.

### 4.4. Bulk RNA Sequencing

Confluent LL2 cell lines were split 1:4 into 10 cm dishes and cultured for 24 h in complete media. RNA was isolated using a RNeasy MiniPrep Kit (QIAGEN, Hilden, Germany). Total RNAs with a 260/280 ratio > 2.0 and 260/230 ratio > 1.9 were submitted in biologic triplicates to the Van Andel Research Institute Genomics Core, which prepared libraries from 500 ng of total RNA using the KAPA mRNA Hyperprep kit (v4.17, Kapa Biosystems, Wilmington, MA, USA). RNA was sheared to 300–400 bp. Prior to PCR amplification, cDNA fragments were ligated to IDT for Illumina TruSeq UD Indexed adapters (Illumina Inc., San Diego, CA, USA). The quality and quantity of the finished libraries were assessed using an Agilent DNA High Sensitivity chip (Agilent Technologies, Inc., Santa Clara, CA, USA), QuantiFluor^®^ dsDNA System (Promega Corp., Madison, WI, USA), and Kapa Illumina Library Quantification qPCR assays (Kapa Biosystems). Individually indexed libraries were pooled and 50 bp paired end sequencing was performed on an Illumina NovaSeq6000 sequencer using an S2, 100 bp sequencing kit (Illumina Inc.) to an average depth of 30 M reads per sample. Base calling was done by Illumina RTA3 and output of NCS was demultiplexed and converted to FASTQ format with Illumina Bcl2fastq v1.9.0. Raw read counts were received as FASTQ files, and data processed according to the workflow by Berry et al. [82]. In brief, pseudo-alignment to the Mus Musculus GRCm38.p6 cDNA genome was completed with Kallisto v0.48.0 [83] read-mapping software and low read counts (<3 counts per million per gene summed across all samples) were subsequently filtered from the dataset. Identification of differential gene expression was determined using standard processing with the Limma v3.58.1 Bioconductor package for R [84,85,86]. Networks, canonical pathways, and functional analyses were analyzed using QIAGEN IPA software. Raw data was deposited on the GEO and can be accessed through accession GSE250166.

### 4.5. Protein Multiplex

LL2 clones (1 × 10^6^ cells) were plated in 5 cm dishes in serum-deprived (1% FBS) media. After 48 h, conditioned media was collected and cleared by centrifugation. Samples were snap-frozen in liquid nitrogen and kept at −80 °C until use. Secreted proteins were evaluated using the ProcartaPlex Mouse Immune Monitoring Panel 48-plex (ThermoFisher Scientific, Waltham, MA, USA). On the day of analysis, samples were thawed on ice, prepared, and data acquired on a Luminex 200 (Luminex Corporation, Austin, TX, USA) instrument according to the manufacturer’s protocol.

### 4.6. RT-qPCR

A total of 6 × 10^5^ LL2 cells were plated in complete media and allowed to adhere for 24 h. RNA was isolated using TRIzol regent (ThermoFisher Scientific) and 1 µg of RNA was converted to cDNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA) according to the manufacturer’s protocol. Primers for each target were purchased from IDT (Coralville, IA, USA). Fast SYBR Green Master Mix (Applied Biosystems) was used to run samples on the QuantStudio7 Flex RT-PCR system (Applied Biosystems) and relative gene expression calculated by normalizing CT values to GAPDH and vehicle (DMSO) control using ΔΔCT. 

### 4.7. Cancer Line Surface Marker Staining

LL2 cells (5 × 10^5^) were harvested, washed, and stained in tubes. Zombie Aqua was used as a viability stain (BioLegend, San Diego, CA, USA). The antibody cocktail included anti-PD-L1/PE; anti-CD80/BV650; anti-CD86/BV785; anti-CD155/PE-Cy7; and Viability/Zombie Aqua, all from BioLegend. Cells were stained in Brilliant Violet staining buffer (BioLegend) on ice for 30 min, fixed (Fixation buffer, BioLegend) and washed. Data was acquired on an Attune Cytpix (ThermoFisher). Final data were analyzed using FlowJo v10.9.0 (BD Biosciences). Fluorescence minus one (FMO) samples were used for identifying positive signals. Median fluorescence intensity for each cell marker was evaluated by FlowJo and computed as a percentage increase from LL2 WT cell line for each knockout cell line. 

### 4.8. Mice and Orthotopic Injection Model

C57BL/6 mice purchased from Jackson Labs (Bar Harbor, ME, USA) were bred in-house at Michigan State University (MSU). All experiments were approved by the Institutional Animal Care and Use Committee at MSU. LL2 WT, *KEAP1* KO, or *NRF2* KO cell lines (6000 cells/injection) were orthotopically injected in the lungs of 3 cohorts of 8-week-old male C57BL/6 mice. Mice were anesthetized with isoflurane and a 30 g needle was advanced through the skin of the 4th or 5th intercostal space in the left parasagittal line on the dorsal side and into the lung for injection of the cell suspensions in a 1:1 saline:Matrigel mixture. Tumors were allowed to grow for 21 days and then either imaged using IVIS or harvested and dissociated into single-cell suspensions, stained, and evaluated by flow cytometry. For IVIS imaging, hair was removed using Nair hair removal cream 24 h before image capture. Mice given intraperitoneal injections of D-luciferin (150 mg/kg of body weight) were anesthetized with isoflurane, then the total luminescence was captured in vivo after 10 min and in lungs ex vivo immediately thereafter. Lung tumors were harvested and stained with Hematoxylin and Eosin by the MSU Investigative Histopathology Core. 

### 4.9. Immunophenotyping

The left tumor-bearing lung was isolated and digested in FBS-free DMEM media containing collagenase (300 U/mL, Millipore-Sigma) and DNAse (2 U/mL, Calbiochem, San Diego, CA, USA) for 30 min at 37 °C with stirring. Samples were strained through a 40 µm cell filter and red blood cells lysed using RBC lysis solution (150 mM NH_4_Cl, 14.1 mM NaHCO_3_, 0.1 mM EDTA, pH 7.3; chemicals from Millipore-Sigma). Prior to staining, cells were treated with anti-CD16/CD32 antibody (BioLegend) to block unoccupied Fc receptors and lower background staining. Single-cell solutions were resuspended in Brilliant Violet Buffer (BD Biosciences) and stained for 30 min on ice using an optimized antibody panel [87]. Stained cells were fixed in Fixation Buffer (BioLegend) for 20 min on ice and washed prior to running on a cytometer. Data were acquired on a five-laser Cytek Aurora System using SpectroFlo software v2.2 (Cytek Biosciences, Fremont, CA, USA). Final data were analyzed using FlowJo v10.9.0 (BD Biosciences) using a previously published gating strategy [87]. 

### 4.10. Single-Cell Analysis 

Single-cell analysis was completed using published data [31] and their publicly accessible dataset through the Gene Expression Omnibus [88,89] (GSE2414820). Data were analyzed as described by Berry et al. using open-source software [82] and the R Studio v4.2.1 development environment [90]. The Seurat v5.0.1 R package was used for data integration, UMAP dimensionality reduction, and differential gene expression of datasets [91]. A Seurat object containing metadata regarding the original data processing, normalization, and cellular identification of broad cell clusters (i.e., T cells, NK cells, macrophages, etc.) was downloaded directly from GEO servers. Because this data had already been processed into a useable form by Zavitsanou et al. [31], it was not further modified or normalized. The downloaded file also contained multimodal Seurat assay data for RNA gene expression and “ADT” antibody-derived tags with protein-level information (CITE-Seq) on cell surface markers. Cluster identification and surface marker characterization were completed using CITE-Seq protein-level information. The FindNeighbors and FindClusters functions were used after RunUMAP to re-cluster and identify macrophage populations. FindAllMarkers was used to identify differential expression (ADT) between all macrophage subclusters. Differential gene expression comparing Keap1470C and Keap1WT in macrophage clusters 2 and 3 was completed using RNA gene expression data and the FindMarkers function within Seurat. The differential expression was uploaded into the QIAGEN IPA software for pathway analysis. 

### 4.11. QIAGEN Ingenuity Pathway Analysis Software

QIAGEN Ingenuity Pathway Analysis (IPA) Software, Version: 107193442 [92] was used for all gene expression pathway analysis using bulk and single-cell sequencing datasets (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA). Analyses were restricted to Log2-fold changes > 1 and adjusted *p*-values < 0.05 for bulk sequencing, and Log2-fold changes > 0.75 and *p*-values < 0.05 in the single-cell dataset. Functions used within the IPA software include Canonical Pathways, Upstream Regulators, and Diseases and Functions for each independently computed differential expression dataset. Comparison analyses were used to combine *KEAP* KO clones, as well as macrophage clusters 2 and 3 using default settings. 

### 4.12. Statistical Analysis

All statistical analyses used GraphPad Prism 10 software, R Studio with the indicated R package, or were computed by QIAGEN’s IPA software. Hypothesis testing was completed using the appropriate statistical test. For three or more groups, a one-way ANOVA with Dunnett post-hoc was used. For two groups, a *t*-test was used. If the data failed a Brown–Forsythe test for equal variance, a non-parametric test was used: Kruskal-Wallace with Dunn’s multiple comparisons in place of ANOVA or Mann–Whitney in place of a *t*-test. Limma (bulk-sequencing) uses empirical Bayes statistics for hypothesis testing. Statistical outputs of the Seurat package (single cell) are based on the non-parametric Wilcoxon rank sum test. Within Seurat, the DESeq2 package uses the likelihood ratio test for hypothesis testing of differentially expressed genes between three or more groups. Alpha was set to (α = 0.05) for all applications.

## 5. Conclusions

In summary, we have identified deleterious cancer-cell intrinsic changes facilitated directly by *KEAP1* KO. These include broad decreases in cytokine release, increased cancer-promoting chemokines (CXCL1 and CXCL5) and increased immunosuppressive surface proteins that likely facilitate T-cell suppression. We further identified the capability of *KEAP1* KO cells to regulate immune cell infiltration and polarization within tumors, particularly in promoting an M2-like macrophage phenotype. Finally, we propose that prostaglandin release by *KEAP1* KO cancer cells warrants further investigation as a mechanism for driving T-cell suppression and polarization of immunosuppressive macrophages. Our future directions include validation of prostaglandin signaling in human tumors, assessing direct M2 polarization by PGE_2_ derived from *KEAP1* KO cancer cells, and assessment of the overall TIME in human NSCLC. 

## Figures and Tables

**Figure 1:**
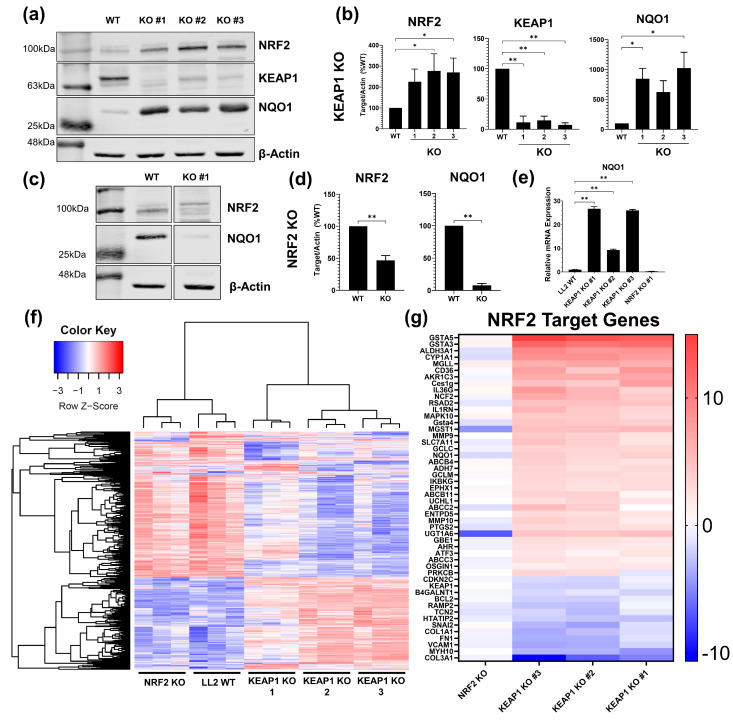
Creation and characterization of Kelch-like ECH-associated protein 1 (*KEAP1)* and Nuclear factor erythroid 2-related factor 2 (*NRF2)* knockout (KO) clones. LL2 cells were transfected with CRISPR plasmids targeting *mKeap1* or *mNfe2l2*, then single clones sorted and expanded into cell lines. Knockout of the selected proteins and expression of the NRF2 downstream target protein NQO1 were validated by Western blotting. Representative Westerns for *KEAP1* and *NRF2* knockout clones are shown in (**a**,**c**)**,** with quantification of band intensity in (**b**,**d**), respectively. β-actin was included as loading control; (**b**,**d**) are graphed as a percentage of WT band intensity ratio of target gene/β-actin. Expression of *NQO1* mRNA (**e**) was measured by RT-qPCR and calculated using the ΔΔCT method comparing target gene expression to both LL2 WT and the *GAPDH* housekeeping gene. (**f**) Hierarchical clustering from RNA sequencing of *KEAP1* and *NRF2* KO differential gene expression compared to LL2 WT. (**g**) Target genes of NRF2 differentially expressed in the *KEAP1* and *NRF2* KO sequencing datasets were identified using the upstream pathway analysis function of QIAGEN’s IPA Software. * = *p* < 0.05, ** = *p* < 0.01. n = 3–4 independent experiments for Western and RT-PCR data. n = 3 biologic replicates/cell line in RNA sequencing.

**Figure 2:**
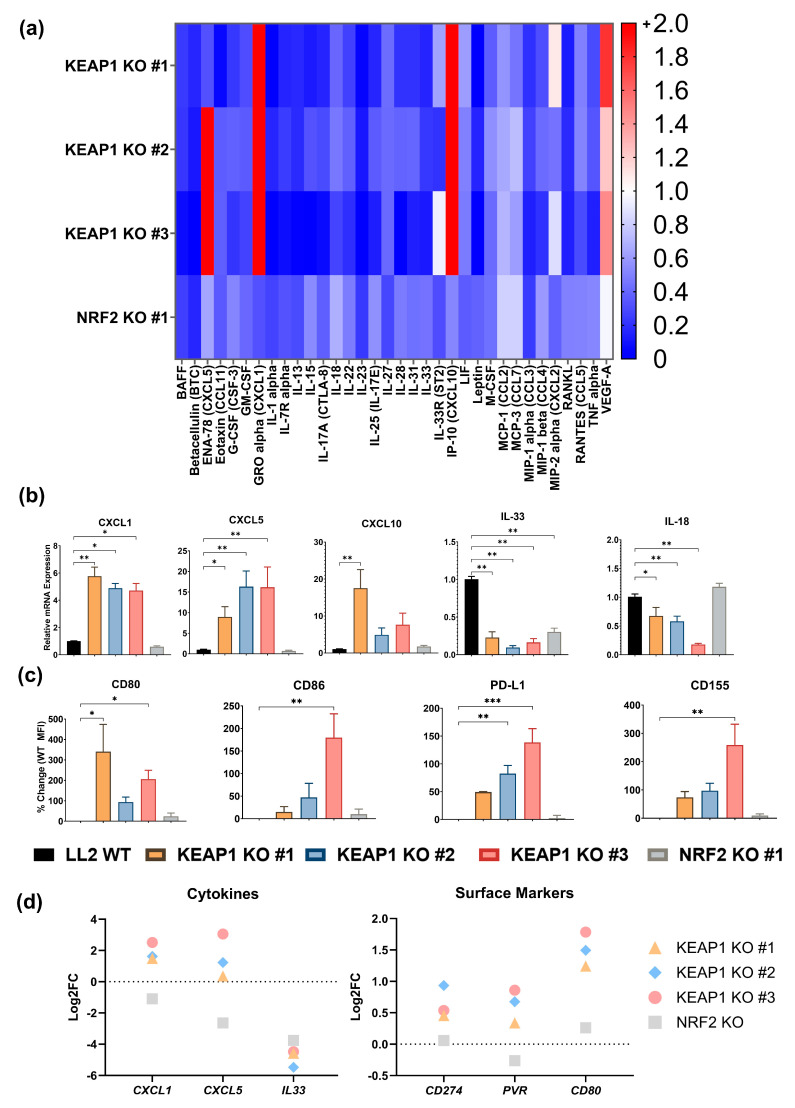
*KEAP1* KO increases the expression of myeloid-recruiting chemokines and immunosuppressive surface markers. (**a**) Secretion of cytokines in the supernatants by LL2 *KEAP1* and *NRF2* KO clones was assessed using a protein multiplex assay. Data are graphed as fold change compared to LL2 WT secretion. (**b**) PCR validation of select cytokines in (**a**). The ΔΔCT method was used to compare target gene expression to both LL2 WT and the *GAPDH* housekeeping gene. (**c**) Immunosuppressive surface marker expression in the *KEAP1* and *NRF2* KO clones was measured by flow cytometry. Data are graphed as a percentage change in MFI compared to LL2 WT. (**d**) Log_2_-Fold changes of surface markers and cytokines assessed in (**a**–**c**), calculated using the RNA sequencing dataset in Figure 1. Adjusted *p*-value < 0.05 for at least one *KEAP* KO group per gene. * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001. n = 2–3 biologic replicates or independent experiments.

**Figure 3:**
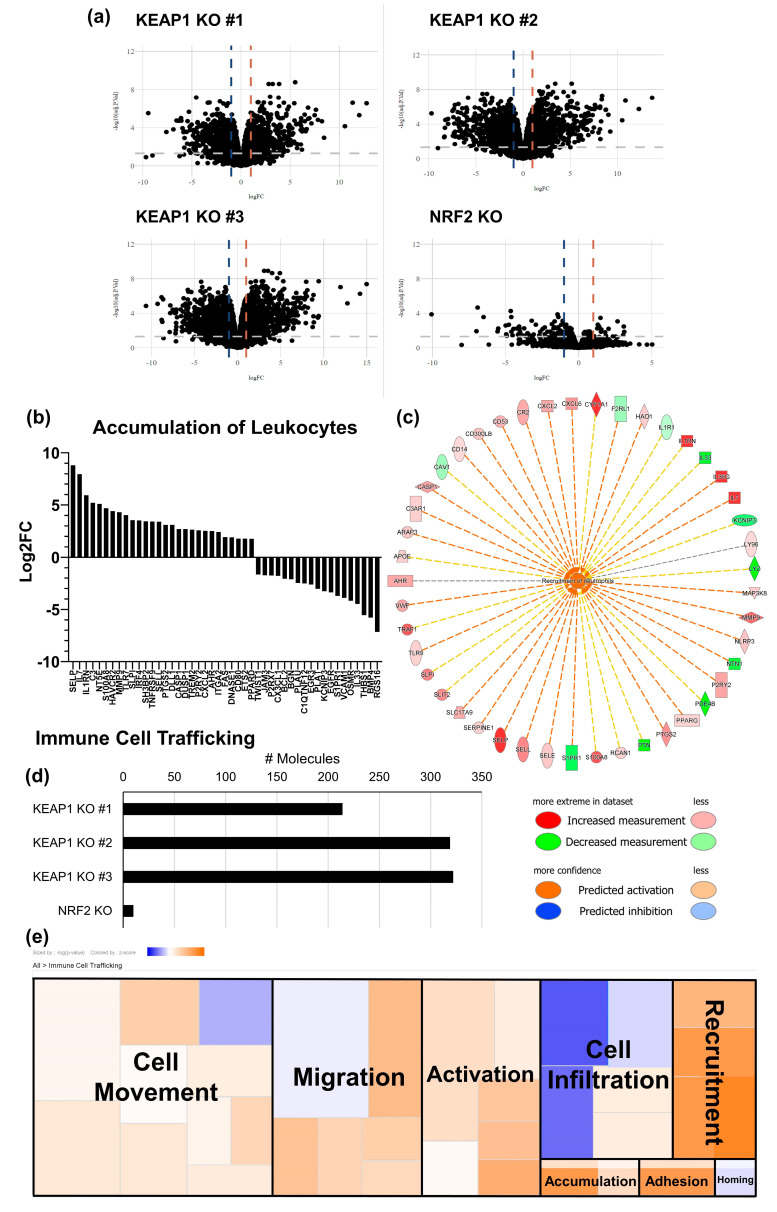
Expression of genes involved in the recruitment and accumulation of leukocytes are enriched in *KEAP1* KO clones. *KEAP1* and *NRF2* KO cell lines were analyzed by RNA sequencing to assess gene expression profiles. (**a**) Volcano plot of differentially expressed genes in each cell line compared to LL2 WT. Vertical dashed lines: Log_2_-fold change = −1 (blue) or 1 (orange), horizontal dashed line: adjusted *p*-value = 0.05. (**b**) Genes involved in the accumulation of leukocytes identified by QIAGEN’s IPA software using differential gene expression input. Data shown are from *KEAP1* KO #3, representative of all *KEAP1* KO clones. (**c**) Diagram of a gene set enriched in *KEAP1* KO #3 for the recruitment of neutrophils with a Z-score > 2. Orange dashed lines indicate gene measurement direction is consistent with increased function, yellow dashed lines signify an inconsistent measurement, and grey dashed lines indicate a known association, but unknown directionality based on existing literature within the IPA database. (**d**) The number of differentially expressed genes detected for each cell line with known functions in immune cell trafficking. (**e**) QIAGEN IPA predictions of functional changes in pathways involved in immune cell trafficking. The figure for *KEAP1* KO #3 is shown. Orange—increase, blue—decrease, color intensity—magnitude of predicted change.

**Figure 4:**
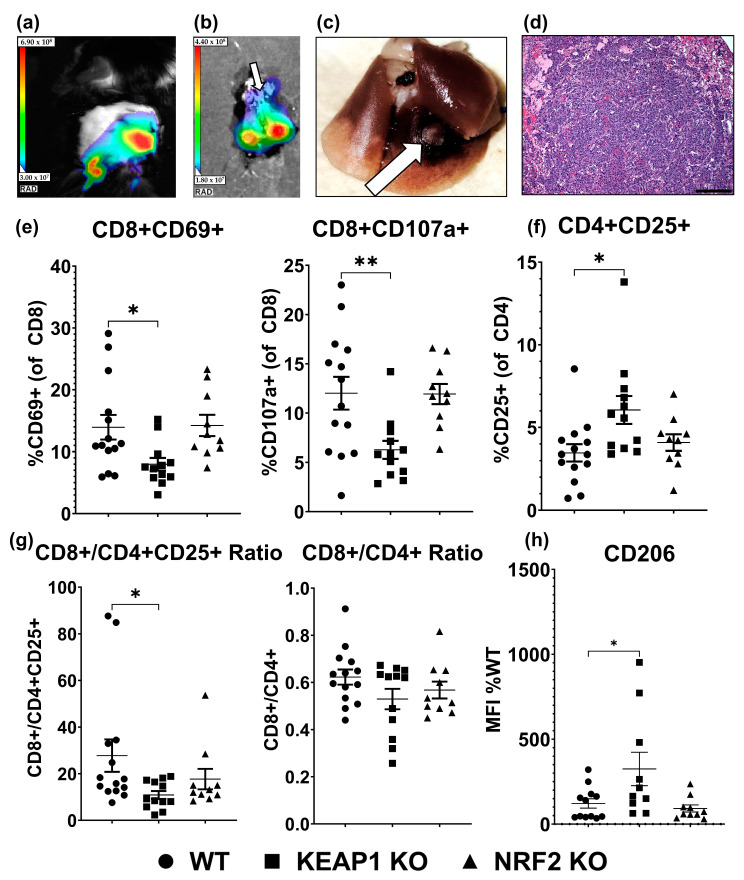
Low expression of T-cell activation markers but high expression of M2-like macrophage markers in *KEAP1*-mutant tumors. LL2 lung cancer cells were injected directly into the lungs of C57BL/6 mice and allowed to grow for 21 days. Tumor formation in this model was confirmed in several mice injected with WT cells (**a**–**d**). (**a**) In vivo and (**b**) ex vivo luciferase imaging confirmed the presence of tumors. The white arrow in (**b**) orients to the trachea. (**c**) Gross tumor morphology with white arrow pointing toward a tumor within the lung. (**d**) Hematoxylin and Eosin staining of WT tumor. Scale bar = 300 μm. T-cell activation status in LL2 WT, *KEAP1* KO, and *NRF2* KO orthotopic tumors were evaluated by flow cytometry (**e**–**g**). (**e**) Percentage of cells expressing activation markers in the CD8^+^ lineage. (**f**) Percentage of CD25^+^ cells in the CD4^+^ lineage. (**g**) The ratios of CD8^+^/CD4^+^CD25^+^ and CD8^+^/CD4^+^ cells were calculated from their respective percentage of CD45^+^ cells in the tumors. (**h**) Infiltrating macrophage CD206 MFI as a percentage of WT MFI. Each point represents one mouse. Data are mean +/− S.E. n = 10–14 mice/group. * = *p* < 0.05. ** = *p* < 0.01.

**Figure 5:**
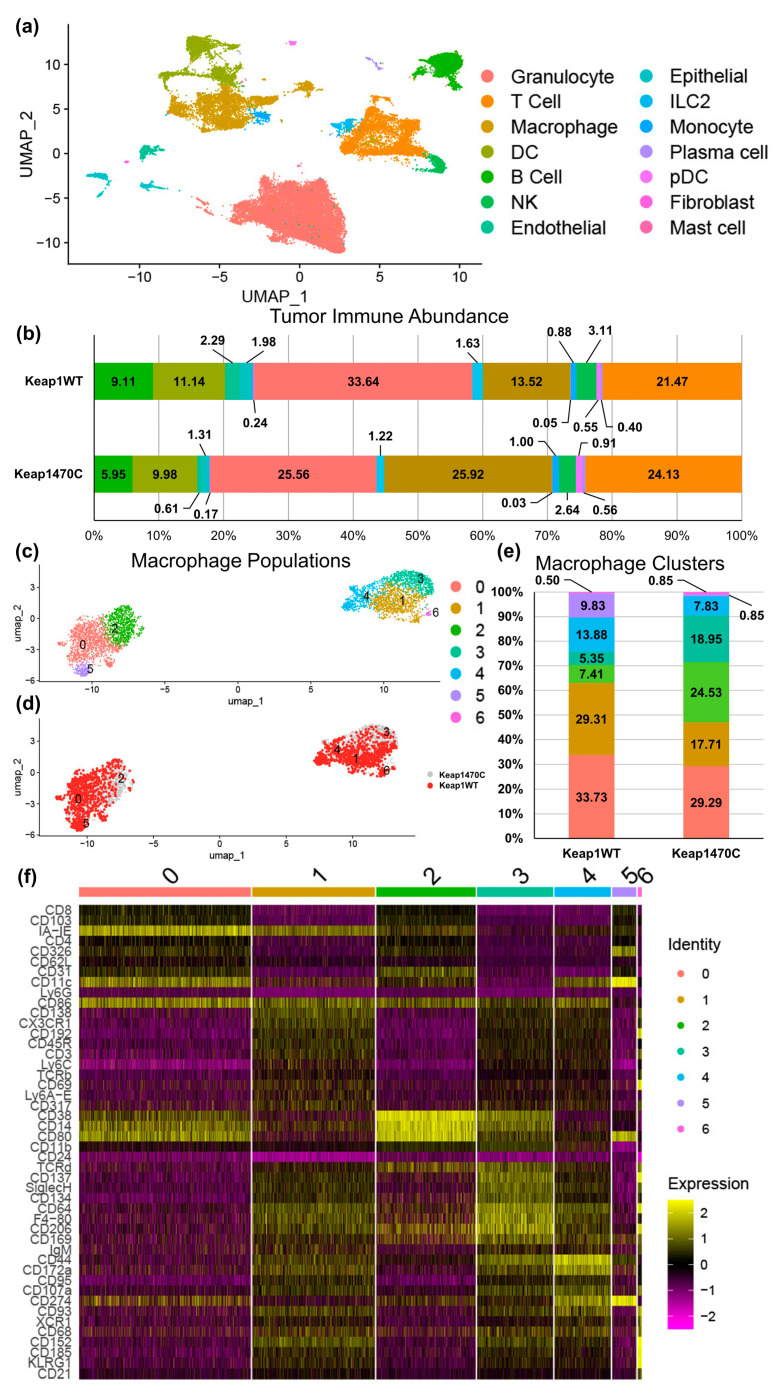
High macrophage abundance in murine lung tumors with Keap1R470C mutations. Single-cell data generated by Zavitsanou et al. [31] compared KeapWT and Keap1R470C-mutant (Keap1470C) cells from a Kras^G12D/+^; p53^−/−^ (KP) tail-vein model of murine lung cancer. (**a**) UMAP clustering of all combined lung tumors in the dataset colored by cell type. (**b**) Relative immune cell abundances for KeapWT and Keap1470C mutant tumors based on UMAP clustering cell identification. Colors in (**b**) correspond to the legend in (**a**). The percentage abundance of each cell type is overlayed on the histogram. (**c**) UMAP re-clustering of cells identified as macrophages in (**a**) colored by new cluster ID. (**d**) UMAP in (**c**) colored by tumor mutational status. (**e**) Relative abundance of clusters identified in (**c**) for KeapWT and Keap1470C tumors. (**f**) Heat map of top 10 identifying markers of each cluster identified in (**c**). UMAP dimensionality reduction was followed by weighted-nearest neighbor analysis, both using input from ADT-sequenced protein surface marker expression. (**a**,**b**) These figures were re-generated using our own analyses with permission from Elsevier, license number 5686531055863.

**Figure 6:**
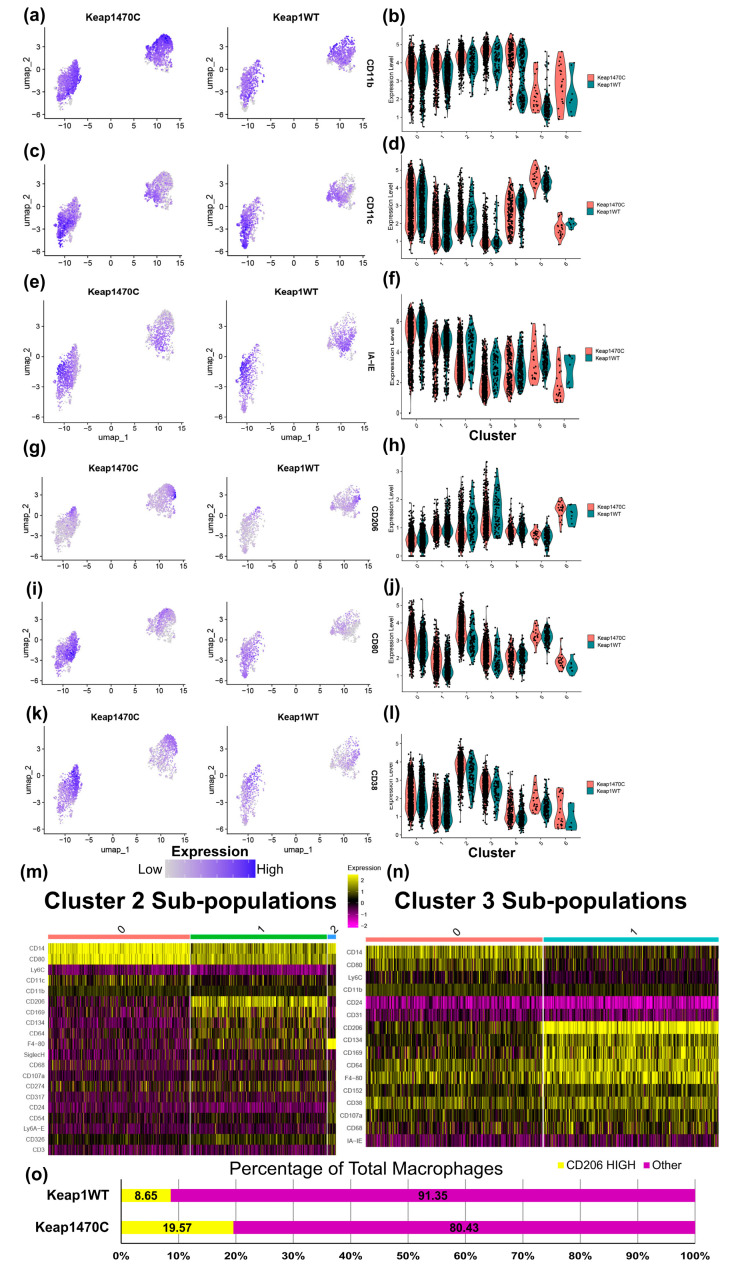
Macrophage clusters 2 and 3 express markers consistent with infiltrating M2-like macrophages. Dot plots overlayed with surface marker expression generated from the single-cell dataset, and corresponding violin plots of relative marker expression across all clusters, split by tumor genotype (**a**,**b**) CD11b, (**c**,**d**) CD11c, (**e**,**f**) IA-IE, (**g**,**h**) CD206, (**i**,**j**) CD80, and (**k**,**l**) CD38. (**m**,**n**) Sub-setting of macrophage clusters 2 and 3 followed by re-clustering into subpopulations yielded new subclusters. Heat maps of top 10 identifying markers expressed in the newly identified subclusters in (**m**) cluster 2 and (**n**) cluster 3. (**o**) Overall abundance of “CD206-High” clusters (cluster 2, subcluster 1 and cluster 3, subcluster 1) as a percentage of total macrophages identified in each tumor genotype. Assessment of surface markers present on macrophage cluster 2 and 3 subclusters from ADT-sequenced protein data. UMAP dimensionality reduction was followed by weighted-nearest neighbor analysis, both using input from ADT-sequenced protein surface marker expression.

**Figure 7:**
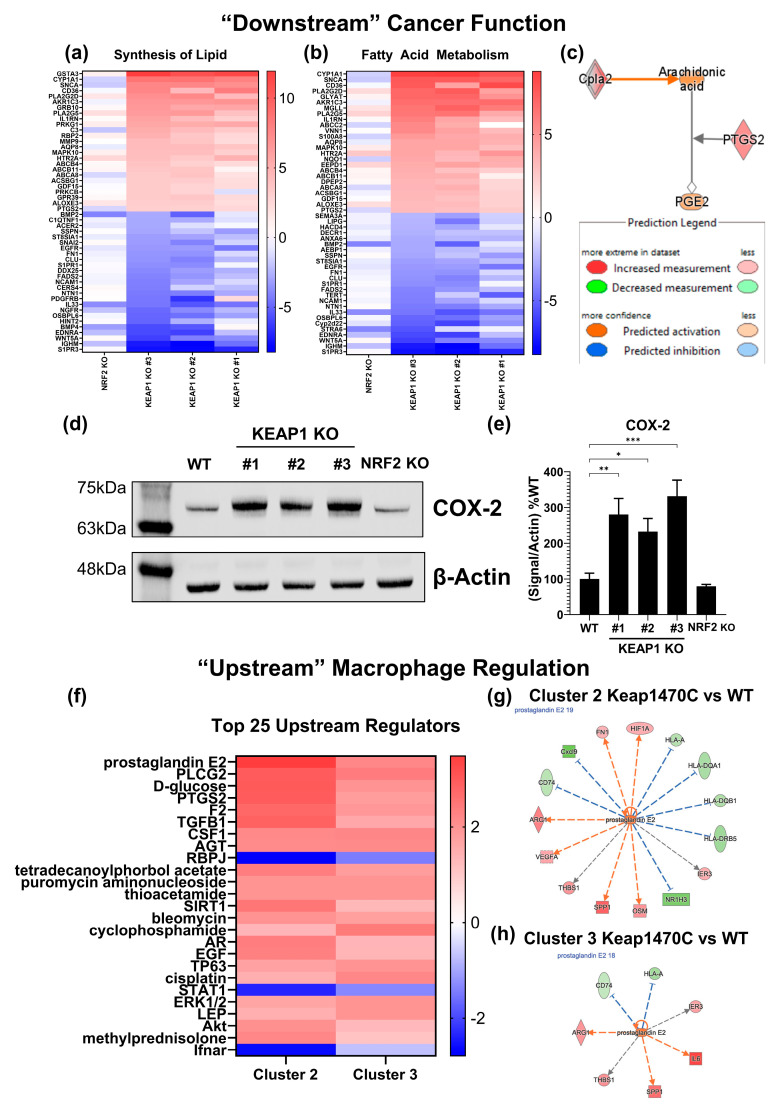
Prostaglandin signaling predicted to contribute to M2-like macrophage polarization in *Keap1*-mutant cancers. (**a**–**c**) QIAGEN IPA “Downstream” pathway analysis using LL2 cancer line sequencing. Heatmap of the top 50 genes for enriched pathways: (**a**) Synthesis of Lipid and (**b**) Fatty Acid Metabolism from *KEAP1*-KO and *NRF2* KO differential gene expression datasets (Figure 1 and Figure 3). (**c**) Excerpt from the “MIF-Regulation of Innate Immunity” canonical pathway focusing on prostaglandin synthesis. Overlayed gene expression was measured in *KEAP1* KO #3, representative of all *KEAP1* KO clones. Representative Western blot for protein validation (**d**) and relative quantification (**e**) of COX-2 (*PTGS2*) expression in LL2 cell lines; (**e**) is graphed as a percentage of WT band intensity ratio of target gene/β-actin. (**f**–**h**) QIAGEN IPA Upstream analysis using cluster 2 and 3 differential gene expression comparing Keap1R470C to KeapWT. (**f**) Top 25 upstream regulators common to both clusters identified by the IPA software in a comparison analysis. Genes known to be regulated by prostaglandin E2 differentially expressed in Keap1R470C tumor macrophages of (**g**) cluster 2 and (**h**) cluster 3. Gene expression is overlayed on each molecule. Coloring corresponds to the legend in (**c**). Differential gene expression and pathway analysis for clusters 2 and 3 used mRNA-level data. * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001. n = 4 independent experiments for Western data.

**Table 1:** Top 25 Differentially Regulated Pathways in KEAP1 and NRF2 KO Cell Lines.

QIAGEN IPA Activation Z-Score Prediction				
	*NRF2 KO*	*KEAP1 KO #3*	*KEAP1 KO #2*	*KEAP1 KO #1*
Xenobiotic Metabolism AHR Signaling Pathway	−2.449	2.309	2.496	2.53
Pulmonary Fibrosis Idiopathic Signaling Pathway		−3.677	−3.576	−2.191
Glutathione-mediated Detoxification	−2.236	2.646	2.646	1.633
G Beta Gamma Signaling		−3.153	−3	−2.646
Xenobiotic Metabolism General Signaling Pathway	−2.449	2.673	1.886	1.604
Role of NFAT in Cardiac Hypertrophy		−3.13	−3.128	−2.183
CREB Signaling in Neurons		−2.562	−3.048	−2.722
Myelination Signaling Pathway		−2.469	−3.111	−2.746
Acetylcholine Receptor Signaling Pathway		−2.858	−2.414	−2.683
ID1 Signaling Pathway		−2.449	−3	−2.496
Dermatan Sulfate Biosynthesis (Late Stages)		−2.646	−2.828	−2.449
Chronic Myeloid Leukemia Signaling	2	−1.667	−3.202	−0.943
Estrogen Receptor Signaling		−2.191	−2.828	−2.683
GPCR-Mediated Nutrient Sensing in Enteroendocrine Cells		−2.84	−2.324	−2.53
MIF-mediated Glucocorticoid Regulation		2.646	2.449	2.449
Netrin Signaling		−2.53	−2.714	−2.236
Hepatic Fibrosis Signaling Pathway		−2.714	−3.286	−1.461
Cardiac Hypertrophy Signaling (Enhanced)	0	−2.48	−2.832	−2.137
Chondroitin Sulfate Biosynthesis (Late Stages)		−2.236	−2.646	−2.449
WNT/Ca+ pathway		−2.53	−2.673	−2.121
Role of Osteoclasts in Rheumatoid Arthritis Signaling Pathway		−2.795	−2.777	−1.569
MIF Regulation of Innate Immunity		2.333	2.121	2.646
Transcriptional Regulatory Network in Embryonic Stem Cells		−2.065	−2.646	−2.333
Factors Promoting Cardiogenesis in Vertebrates	0	−2.6	−3.024	−1.414
NRF2-mediated Oxidative Stress Response		3.153	1.807	1.732

## Data Availability

All data and project resources will be made available by request, including *KEAP1* KO and *NRF2* KO cell lines, in accordance with the NIH Grant Policy on Sharing of Unique Research Resources (https://grants.nih.gov/grants/policy/nihgps/HTML5/section_8/8.2.3_sharing_research_resources.htm, accessed on 16 March 2024). Bulk RNA gene expression has been deposited on the Gene Expression Omnibus, a public repository sponsored by the NIH. It can be accessed through (GSE250166) after the date of publication.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25063510/s1.

# Supplementary material for: KEAP1-Mutant Lung Cancers Weaken Anti-Tumor Immunity and Promote an M2-like Macrophage Phenotype
**Source:** Int J Mol Sci. 2024 Mar 20;25(6):3510. doi: 10.3390/ijms25063510
**Supplement:** Supplementary file 1

## Slide 1
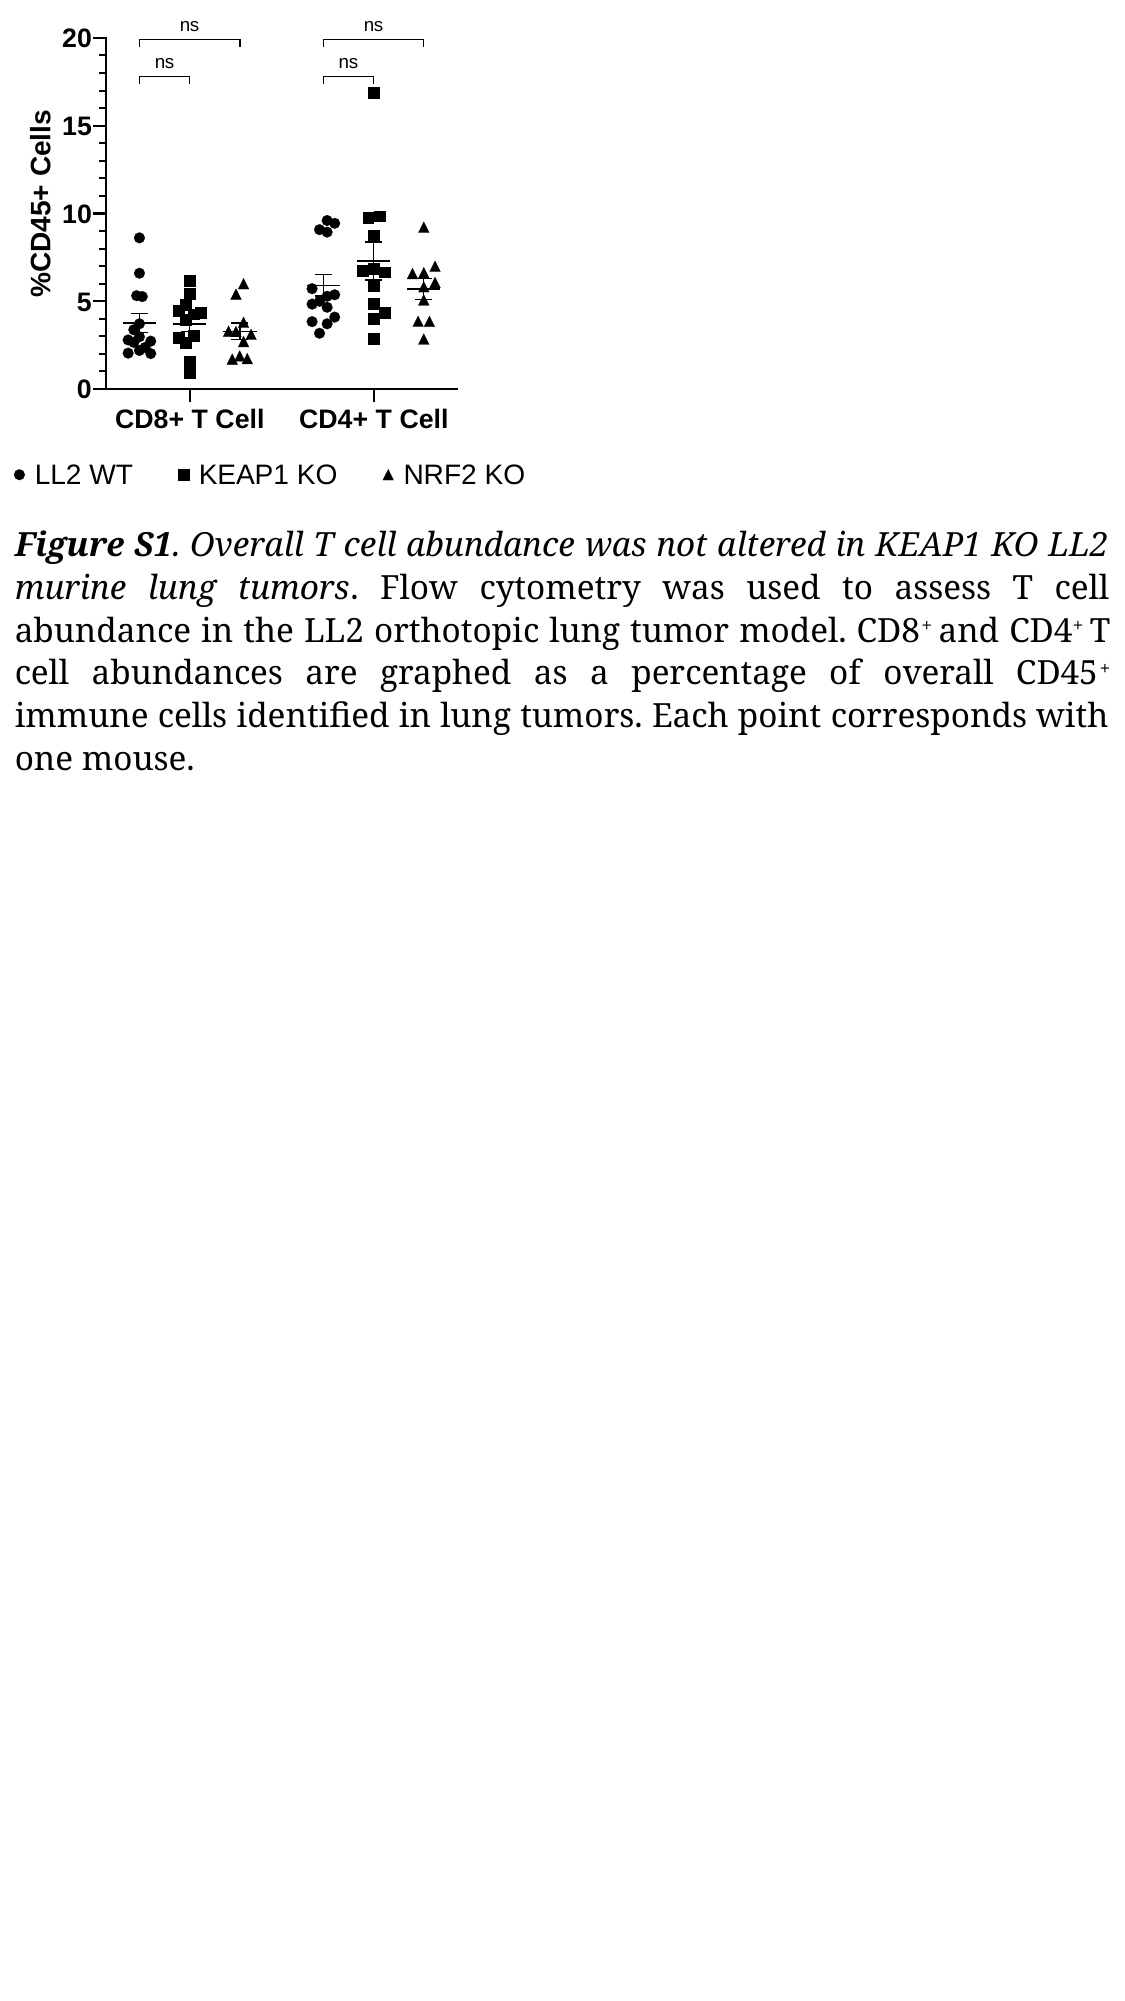

Figure S1. Overall T cell abundance was not altered in KEAP1 KO LL2 murine lung tumors. Flow cytometry was used to assess T cell abundance in the LL2 orthotopic lung tumor model. CD8+ and CD4+ T cell abundances are graphed as a percentage of overall CD45+ immune cells identified in lung tumors. Each point corresponds with one mouse.

## Slide 2
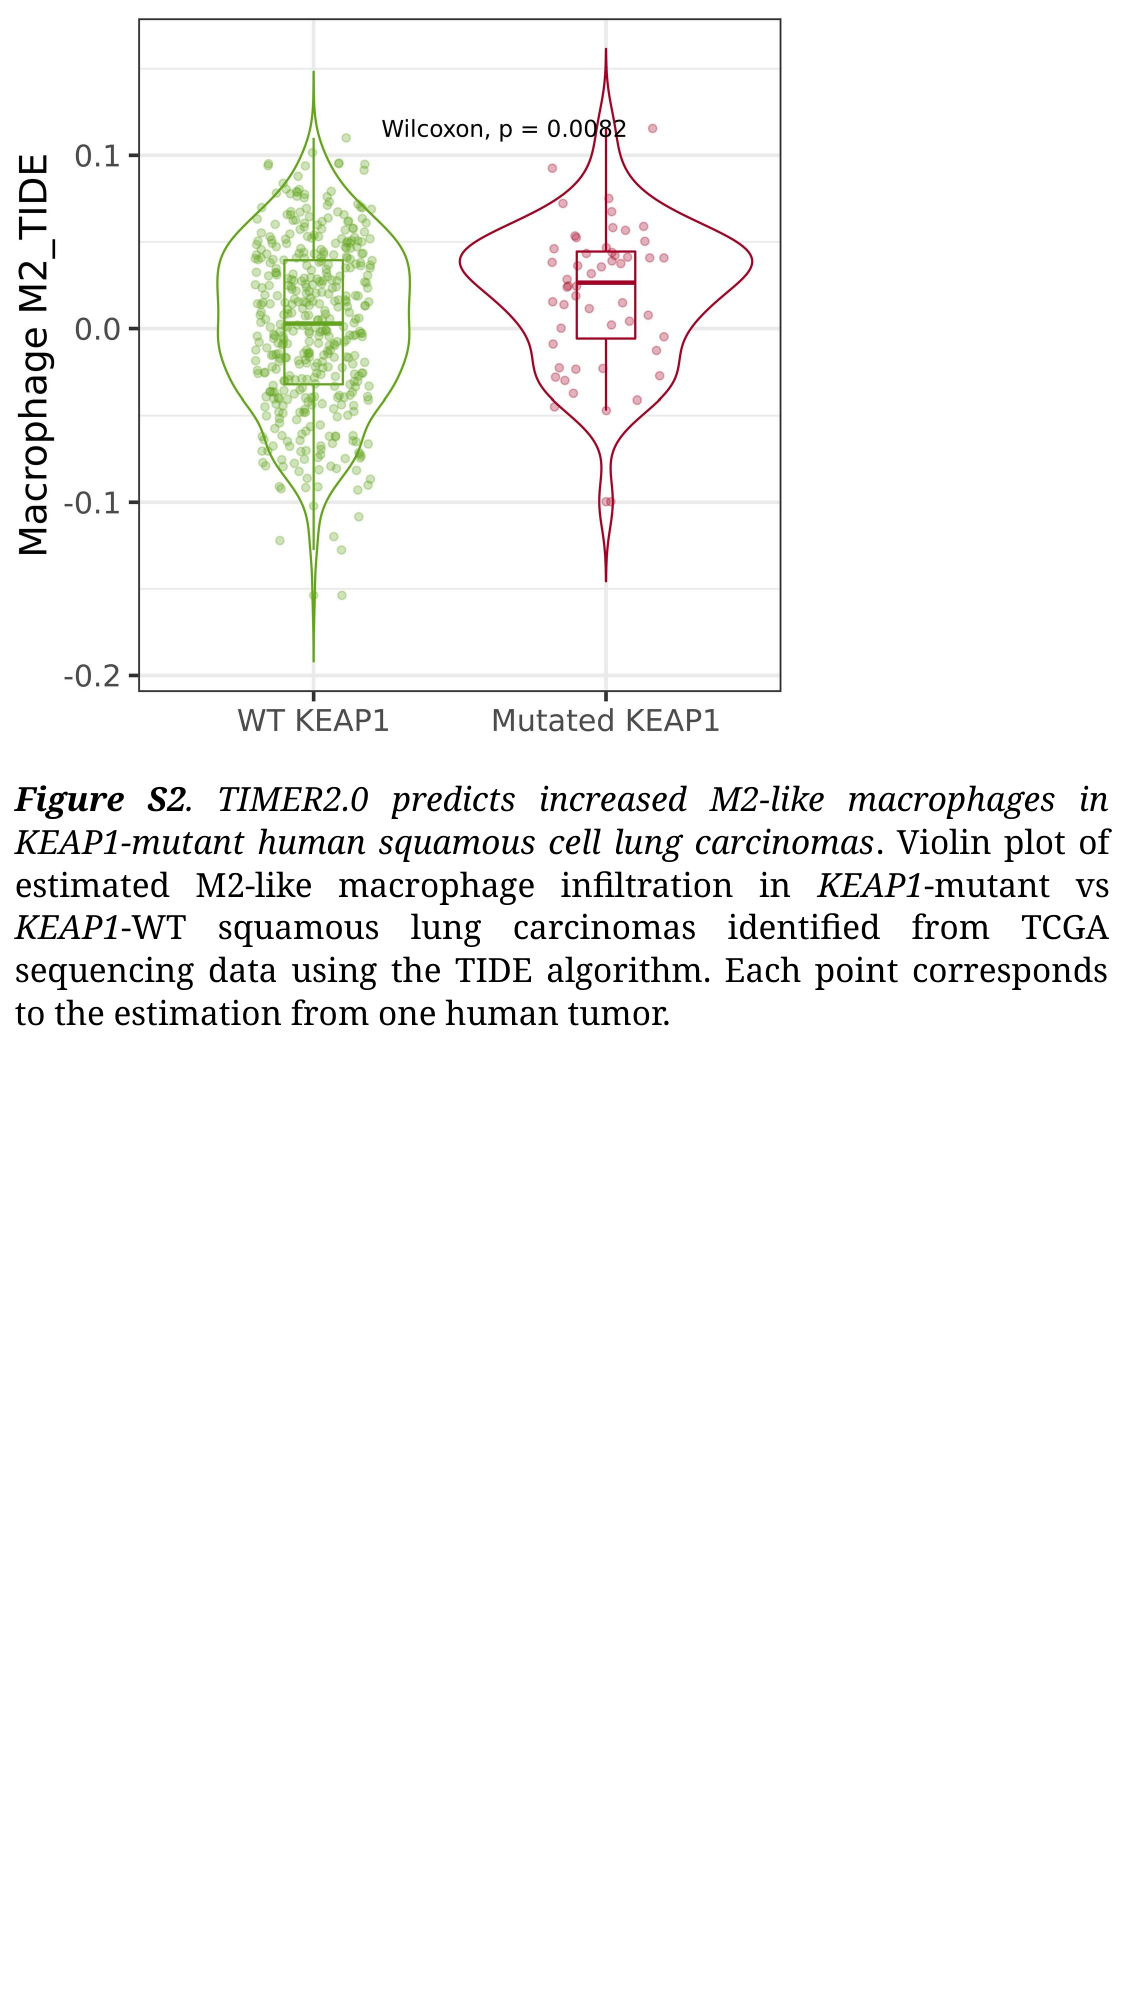

Figure S2. TIMER2.0 predicts increased M2-like macrophages in KEAP1-mutant human squamous cell lung carcinomas. Violin plot of estimated M2-like macrophage infiltration in KEAP1-mutant vs KEAP1-WT squamous lung carcinomas identified from TCGA sequencing data using the TIDE algorithm. Each point corresponds to the estimation from one human tumor.

How the deposited data were processed for this re-analysis (not part of the article)

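The authors deposited CPM for each gene and sample, counts scaled to a common total, made with Kallisto v0.48.0 by pseudo-alignment to the GRCm38.p6 cDNA sequences and summed to genes. The values are fractional and sum to nearly the same total in every sample, so they are scaled already and carry no read counts. The medians of the sums were 999442 CPM for LL2 WT, 999499 for *KEAP1* KO #1, 999509 for *KEAP1* KO #2, 999520 for *KEAP1* KO #3 and 999445 for *NRF2* KO. The paper's filter on low values and its limma v3.58.1 test come after the deposited values and were run anew. The pathway analysis with IPA was not repeated here. All 15 samples and all columns were used, 1 entry without a gene symbol (0.0214% to 0.0491% of a sample's CPM) was left out, and no pair of samples was identical.

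The CPM were filtered to genes with a sum of at least 3 CPM over the 15 samples, as in the paper, which left 14652 of 35880 genes and removed 21228. They were tested as log2(CPM + 0.1) with limma 3.58.1 (a mean per line, contrasts, empirical Bayes with a trend) and adjusted by the Benjamini-Hochberg method over the genes tested. Calls need an adjusted p under 0.05 and an absolute log2 fold change over 1. The floor of 0.1 CPM stands for 3 reads at the paper's average depth, covers counting error only, and is approximate because the depth of each sample is unknown.

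The genes named in the text are those that the paper names for these lines, with all *Gsta*, *Akr1c* and *Ugt1a6* genes; the members of the paper's lists at the extremes, the exceptions and the changes of direction; and the 5 genes with the largest rise and fall over the 3 *KEAP1* KO clones and in *NRF2* KO with a mean of at least 1 CPM. The lists are the genes printed in Figures 1g, 2d, 3b, 7a and 7b, the complete sets of Table S3, the introduction's NRF2 targets, the glutathione S-transferase and *Akr1c* families, the 3 prostaglandin genes, the analytes of the multiplex assay, and short lists of fibroblast, squamous, aryl hydrocarbon receptor and hypoxia genes. The fibroblast list of 13 genes and the hypoxia list of 9 genes were shortened after values of their genes had been seen. A single result under this rule is not reported here.

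Replicate numbers pair the samples only in part. Over 11676 genes, the deviations from the line means of samples with the same number in 2 lines had a median r of 0.276 (30 pairs), against −0.192 (60 pairs) for different numbers. Every same-number r was over 0.1 only for *KEAP1* KO #2 with *KEAP1* KO #3 and for *KEAP1* KO #3 with *NRF2* KO. Even there a different number could have the higher r. Replicate 2 of *KEAP1* KO #2 had 0.2691 with replicate 1 of *KEAP1* KO #3 against 0.1260 with its replicate 2. Replicate 3 went with replicate 3 in every pair of lines (r from 0.4222 to 0.6308).

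The whole procedure was tried on simulated values in which 200 genes were changed. These genes had at least 1 CPM in LL2 WT and changes well past the threshold. The noise was equal in all lines, with no effect shared by replicates. The trial therefore does not show how calls near the threshold, or with the replicate 3 shift of the real data, behave. All 200 were called in the right direction, 1 unchanged gene was called, 0 genes were called in an unchanged *NRF2* KO line, and the median absolute error of the log2 fold change was 0.142. In a simulation with 1 shifted chromosome, 1 of 20 chromosomes stood apart. Random gene lists numbered 10000. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 were used.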

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

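The tests on the chromosomes that no longer stood apart with GC content removed, on chromosome 2, on the scaling and the NRF2 activity behind the genes between *KEAP1* KO #1 and #2, and on the shared reads of *Gm3776* and *Xlr* were chosen only after the results were seen.

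The *KEAP1* KO clones differed from each other in a test of the difference itself, with 671 genes called between *KEAP1* KO #1 and #2, 679 between #1 and #3 and 71 between #2 and #3. For each comparison, the real split of the 6 samples gave the highest count (1 of 10 splits, the other 9 giving at most 2 genes), and 10 splits cannot give a share under 0.1, so this share alone decides nothing about an arbitrary grouping. With CPM rescaled by the median ratio, 663 genes were called between *KEAP1* KO #1 and #2, which argues against the authors' scaling as the whole cause. The 7 NRF2 targets of the introduction had a median log2 fold change of 0.11 from *KEAP1* KO #1 to #2, with 5 of the 7 higher and 0 called (1 at an unadjusted p under 0.05), and of 0.34 from #1 to #3, with 7 higher and 1 called. Weaker NRF2 activity in *KEAP1* KO #1 stays open, as these medians are small and the genes went both ways from #1 to #2. The largest deviation of a whole chromosome was −0.2688 from #1 to #2 (chromosome 1). It was 0.3810 from #1 to #3 and 0.1655 from #2 to #3 (chromosome 10 in both). Every called gene passes an absolute log2 fold change of 1, and the calls went both ways. This argues against shifts of whole chromosomes as the whole cause. Copy number of parts of a chromosome stays open. So do differences between the single cells from which the clones were grown, which the paper proposes. Neither was tested between the clones.

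Single named genes differed between the clones in the same test. From *KEAP1* KO #1 to *KEAP1* KO #2 the log2 fold change was −1.12 for *Keap1*, −2.02 for *Cxcl10*, 2.41 for *Il7r*, 2.86 for *Pla2g2d*, 2.14 for *Pla2g5* and −5.29 for *Akr1c14*. From *KEAP1* KO #1 to *KEAP1* KO #3 it was −1.11 for *Keap1*, 1.19 for *Abcb1a*, 2.22 for *Cxcl5*, 2.76 for *Il7r*, 2.31 for *Pla2g2d*, 1.92 for *Pla2g5*, −2.91 for *Akr1c14*, 2.09 for *Gsta1* and 2.10 for *Gsta2*. From *KEAP1* KO #2 to *KEAP1* KO #3 it was 1.29 for *Abcb1a*, 2.38 for *Akr1c14* and 1.92 for *Gsta1*. Several of these depend on single samples or settings. The *Keap1* calls were lost with quantile normalization (−0.95 and −0.98) and without *KEAP1* KO #2 replicate 1 (−0.96) or *KEAP1* KO #3 replicate 1 (−0.86). That of *Cxcl5* was lost with the lowest pseudocount, without a filter, without a trend, with voom weights, with only these clones in the model, and without any of *KEAP1* KO #1 replicates 1 and 2 (2.04 and 1.83) and *KEAP1* KO #3 replicates 1, 2 and 3 (2.46, 2.51 and 1.67). That of *Cxcl10* was lost with the lowest pseudocount, without a filter, with voom weights, with only these clones in the model, and without *KEAP1* KO #1 replicate 2 or 3 (−2.07 and −1.48) or *KEAP1* KO #2 replicate 1, 2 or 3 (−1.85, −2.17 and −2.05). Those of *Pla2g5* were lost with only these clones in the model, and without *KEAP1* KO #1 replicate 1 (1.90 and 1.68) or 3 (1.84 and 1.62), *KEAP1* KO #2 replicate 2 (1.72) or *KEAP1* KO #3 replicate 2 (1.73). With a pseudocount of 1 CPM the calls of *Abcb1a* (0.96) and *Pla2g5* (0.98) between *KEAP1* KO #1 and #3 and of *Il7r* between *KEAP1* KO #1 and #2 (0.81) were lost. The *Keap1* calls were lost with this pseudocount as well (−1.00 and −0.99), that of *Gsta2* with the lowest pseudocount, those of *Abcb1a*, *Akr1c14* and *Gsta1* between *KEAP1* KO #2 and #3 with only these clones in the model, and that of *Akr1c14* also with voom weights. The transcripts of *Gsta1* and *Gsta2* share 90.2% and 45.4% of their 31-base stretches with related genes, so for these the gene that differs is not certain. No explanation beyond those above was tested for the single genes.

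*Gm3776* is not among the genes that the paper discusses, and it was higher in all 3 *KEAP1* KO clones, with a mean log2 fold change of 9.79. Of its 31-base stretches 89.0% occur in *Gsta* transcripts, so expression of *Gm3776* and reads of *Gsta1* and *Gsta2* given to it cannot be told apart. In *NRF2* KO, 5 genes that the paper does not discuss were called higher: *Ccbe1* (2.59), *Plcl1* (2.43), *Xlr* (1.84), *Dock3* (1.73) and *Cnrip1* (1.52), each with all 3 *NRF2* KO samples above every LL2 WT sample. Shared reads are argued against for *Xlr*, with 0.0% of its stretches in related genes. None of the 5 was called with only *NRF2* KO and LL2 WT in the model. Leaving out a sample also removed the call of *Ccbe1* (2.41 without *NRF2* KO replicate 2), *Xlr* (1.76 without *NRF2* KO replicate 2), *Dock3* (1.62 and 1.64 without *NRF2* KO replicate 1 or 3) and *Cnrip1* (1.39 to 1.64, in all 6 such fits). Loss of NRF2 and a difference between the single cell behind the *NRF2* KO clone and the parental line stay open, and neither was tested.

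Whole chromosomes were shifted, some of them the same way in several clones, which the paper does not examine. Over 20 chromosomes and 4 clones, 29 of 80 medians of the log2 fold change lay 0.1 or more from the median of all genes and outside all 10000 random gene sets of the same size. In *KEAP1* KO #1 these were chromosomes 1, 5, 8, 10, 11, 13, 16, 17, 18 and 19, in *KEAP1* KO #2 chromosomes 1, 2, 7, 13, 15, 16 and 19, in *KEAP1* KO #3 chromosomes 1 to 7, 10, 13, 15 and 16, and in *NRF2* KO chromosome 2. After trends on GC content and transcript length were removed, 23 still stood apart, which argues against these trends for them. The other 6, chromosomes 1, 11, 13, 18 and 19 in *KEAP1* KO #1 and 16 in *KEAP1* KO #2, no longer did. In *KEAP1* KO #1 they still lay 0.0795, −0.0939, 0.0904, 0.1058 and −0.0917 off, and chromosome 16 in *KEAP1* KO #2 hardly moved, from 0.1311 to 0.1259, so for these 6 the trends and a shift of the chromosome cannot be told apart. In *NRF2* KO, chromosomes 1 (−0.1048) and 8 (0.1089) stood apart only after the removal. In 12 of the 29, each of 4 consecutive parts of the chromosome lay at least 0.1 off to the same side. Differences in chromosome copy number between the lines are a candidate explanation, for which RNA alone gives no direct measurement. Where several clones shifted the same way, a shift of LL2 WT, which enters each comparison, cannot be told apart from theirs.

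Chromosome 13 stood higher in all 3 *KEAP1* KO clones, by 0.14, 0.20 and 0.27 over 478 genes. Samples lay between 0.12 and 0.15 in *KEAP1* KO #1, 0.14 and 0.24 in *KEAP1* KO #2, 0.25 and 0.30 in *KEAP1* KO #3 and −0.02 and 0.02 in LL2 WT. In *KEAP1* KO #1 this shift is among the 6 that no longer stood apart with GC content and transcript length removed. Chromosome 2, which holds *Nfe2l2*, stood lower in *NRF2* KO, at −0.18 over 938 genes, with −0.16, −0.18 and −0.21 in its samples against −0.0040, 0.0390 and −0.0275 in LL2 WT. Each of 4 consecutive parts of the chromosome was lower, the least of them at −0.17, and the shift was −0.1805 with GC content and transcript length removed, so these trends are argued against. Chromosome 2 also lay lower against LL2 WT in *KEAP1* KO #1 (−0.0888), #2 (−0.1134) and #3 (−0.1517), where *Nfe2l2* was not the edited gene. In #2 and #3 it stood apart, so a lower chromosome 2 is not specific to *NRF2* KO. Fewer copies of the whole of chromosome 2 in *NRF2* KO is a candidate explanation. Whether such a loss came with the editing of *Nfe2l2* or with the clone was not tested.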

How the results depend on the processing

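One alternative, replicate 3 of every line as a batch, was added after seeing the data. The counts cover 156 fold changes against LL2 WT of genes named singly, most of them given in the text. Genes named only as members of a list, such as *Selp* and *Il1rl1*, are left out. The set was narrowed from one with all glutathione S-transferase genes, which had held more reversed values. The alternatives that keep all samples and both thresholds gave 1706 values (limma treat and an adjusted p alone, which change the thresholds, are not among them). Of these values, 1627 kept their direction and their side of the threshold, 55 lost their call, 16 gained one and 8 reversed. Leaving out a replicate gave 917 values: 849 were the same in this sense, 44 lost and 9 gained a call, and 15 reversed. For the 18 fold changes between clones, 175 of 198 values kept direction and call and 23 lost the call, and with a replicate left out 90 of 108 kept it and 18 lost it. The replicate 3 batch gave 148 of 156 values the same and 8 newly called, and 18 of 18 the same between clones.

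With a pseudocount of 1 CPM, the genes called numbered 784 in *KEAP1* KO #1, 1275 in *KEAP1* KO #2, 1303 in *KEAP1* KO #3, 44 in *NRF2* KO, 384 between *KEAP1* KO #1 and #2 and 394 between #1 and #3, and 516 went the same way in all 3 *KEAP1* KO clones. A larger pseudocount shrinks fold changes of low values by construction; of the 784 genes, 764 were among the 1251. With an adjusted p alone, which drops the limit on the fold change, the counts were 3392, 4680 and 4604 in the *KEAP1* KO clones, 1626, 1795 and 112 between the clones in the order above with #2 and #3 last, and 1974 the same way in all 3. With limma treat, which tests against a log2 fold change of 1 and is stricter by construction, they were 256, 573, 620, 5 in *NRF2* KO, 99, 94, 21 and 181. With voom weights *NRF2* KO had 42 genes, and with only the lines compared in the model it had 7 and *KEAP1* KO #2 against #3 had 29. The model of all 5 lines shares 1 spread per gene among them. The median SD was smaller in the *KEAP1* KO clones (0.166, 0.160 and 0.181) than in *NRF2* KO (0.220) and LL2 WT (0.257). The 68 calls in *NRF2* KO thus rest in part on the spread of other lines. How far this accounts for the lower counts was not tested. With replicate 3 of every line as a batch, *NRF2* KO had 173 genes and *KEAP1* KO #2 against #3 had 141, which is what a shared shift of replicate 3 taken out of the spread gives. The other counts stayed within 1.5 times the reported ones.

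With the replicate number as a replicate block, *NRF2* KO had 179 genes and *KEAP1* KO #2 against #3 had 135. The others were 1597, 2288 and 2270 for the *KEAP1* KO clones, 903 and 893 between *KEAP1* KO #1 and the other clones, and 1036 the same way in all 3. Replicate 3 went with replicate 3 in every pair of lines (r from 0.4222 to 0.6308), and replicates 1 and 2 paired only in part. The block thus removes a shift shared by replicate 3, and for replicates 1 and 2 rests on numbers that may carry no pairing.

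Leaving out each replicate in turn, the counts ranged from 917 to 1524 in *KEAP1* KO #1 (lowest without *KEAP1* KO #1 replicate 2, highest without LL2 WT replicate 2), from 1536 to 2353 in *KEAP1* KO #2, from 1621 to 2280 in *KEAP1* KO #3, from 29 to 87 in *NRF2* KO, from 441 to 682 between *KEAP1* KO #1 and #2, from 479 to 734 between #1 and #3 and from 42 to 62 between #2 and #3, over 6 fits each. Over 12 fits, from 617 to 1006 genes went the same way in all 3 *KEAP1* KO clones. Fewer samples lower the power by construction.

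The mean Spearman rho of *NRF2* KO with LL2 WT was 0.9376 without a filter and 0.9351 over called genes. That of *KEAP1* KO with LL2 WT was 0.9180 without a filter, 0.9261 as Pearson's r of the log2 values and 0.7158 over called genes. Without the filter, genes near 0 enter, and the called genes are those that differ by construction. The 11 multiplex analytes with at least 1 CPM in LL2 WT became 17 at a limit of 0.1 CPM.

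Some log2 fold changes, all of them not called, reversed. With a replicate left out, *Keap1* in *NRF2* KO ranged from −0.0808 to 0.0170 (0.0157, 0.0124 and 0.0170 without LL2 WT replicate 1, *NRF2* KO replicate 1 and *NRF2* KO replicate 2), *Cxcl5* in *KEAP1* KO #1 from −0.1911 (without *KEAP1* KO #1 replicate 3) to 0.7606, and *Cxcl10* in *NRF2* KO from −0.4732 (without *NRF2* KO replicate 3) to 0.6171. *Il7r* ranged from −0.0954 (without *KEAP1* KO #1 replicate 3) to 0.5794 in *KEAP1* KO #1, and from −0.0615 (without LL2 WT replicate 2; −0.0103 without *NRF2* KO replicate 3) to 0.1384 in *NRF2* KO. In *NRF2* KO, *Cd274* ranged from −0.0555 (without *NRF2* KO replicate 3; −0.0326 without LL2 WT replicate 1) to 0.2557, *Cd80* from −0.2584 (without *NRF2* KO replicate 2; −0.0197 without LL2 WT replicate 1) to 0.6506, and *Pvr* from −0.5308 to 0.1270 (without LL2 WT replicate 3). *Akr1c21* ranged from −0.3540 to 0.6042 in *KEAP1* KO #2 and from −0.3041 to 0.6764 in *KEAP1* KO #3, both lowest without LL2 WT replicate 3. With quantile normalization, *Il7r* was −0.0797 in *KEAP1* KO #1 and −0.1058 in *NRF2* KO, and *Akr1c21* −0.0263 in *KEAP1* KO #2. *Akr1c21* was also −0.0067 there with rescaled CPM, −0.1166 with the lowest pseudocount and −0.1168 with voom weights, and −0.0489 and −0.0490 in *KEAP1* KO #3 with the last 2 of these. With quantile normalization the lowest value of the tested *Akr1c* genes in *KEAP1* KO #3 was −0.0032, which is not among the reversals counted above. For the settings that left out no sample, the cause was not tested.

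The depth of each sample is unknown. The floor therefore limits statements on genes near 0.1 CPM, such as *Cyp1a1*, *Pla2g2d*, *Pla2g5*, *Akr1c13* and *Il7r* in LL2 WT, whose fitted fold changes depend on the pseudocount and whose folds are bounds.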

Differences from the paper's values

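No setting was chosen to come closer to the paper. For each value the 26 alternatives were compared, 17 for *Cxcl5*. The fitted log2 fold changes of genes at or under the floor in LL2 WT depend on the pseudocount and are given here only for the comparison.

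The paper gives a log2 fold change of nearly 15 for GSTA genes, and the highest fitted value here was 13.09, for *Gsta2*. The gene is listed at 0 in LL2 WT, so this value is set by the pseudocount and is no bound: it was 9.77 with a pseudocount of 1 CPM, 15.6762 with the lowest pseudocount and 15.6791 with voom weights, on either side of the paper's value. The paper's adjusted p values run from 2.76e-7 to 9.17e-8, and those of *Gsta2* from limma were 5.38e-10 to 5.67e-11. None of the alternatives set before the data were examined closed the gap in these p values.

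For AKR1C the paper gives log2 fold changes from 6.59 to 6.84. Those of *Akr1c18* ran from 5.11 to 5.44 and those of *Akr1c13* from 4.50 to 5.76. With the lowest pseudocount or voom weights, *Akr1c18* had 6.62 and 6.95 as its lowest and highest value and *Akr1c13* 6.53 as its lowest, and none of the alternatives closed the gap for the highest value of *Akr1c13*. The paper's adjusted p values run from 1.76e-4 to 1.59e-5. For *Akr1c18* they were 2.81e-07 at the highest and 2.54e-07 at the lowest. Voom weights gave 1.68e-04 for the former and the lowest pseudocount gave 2.10e-05 for the latter. For *Akr1c13* they were 2.79e-05 at the highest, against 1.37e-04 to 2.62e-04 in 6 fits that left out a replicate, and 1.53e-06 at the lowest, against 1.39e-05 without LL2 WT replicate 2 and 1.38e-05 without LL2 WT replicate 3.

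For CYP1A1 the paper gives 7.83 to 8.79, and the fitted values were 5.17 to 6.03. Its adjusted p values in the paper run from 1.52e-5 to 2.19e-6, and here from 6.92e-08 to 7.74e-09. None of the alternatives closed these gaps. The nearest fold changes of *Cyp1a1* were 7.16 and 8.03 with the lowest pseudocount and 7.16 and 8.04 with voom weights.

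For UGT1A6 the paper gives 4.36 to 5.03. *Ugt1a6a* ran from 2.84 to 3.98 and *Ugt1a6b* from 2.57 to 3.27. Without LL2 WT replicate 3 the highest value of *Ugt1a6a* was 4.46, within the error of the paper's, and none of the alternatives closed the gap for its lowest value. With the lowest pseudocount, *Ugt1a6b* ran from 3.90 to 4.65, with voom weights likewise. The paper's adjusted p values run from 6.77e-5 to 1.04e-5. Those of *Ugt1a6a* were 2.13e-04 at the highest, against 4.63e-05 with a pseudocount of 0.5 CPM or without LL2 WT replicate 3, and 2.81e-05 at the lowest, against 8.74e-06 without LL2 WT replicate 3. Those of *Ugt1a6b* were 2.73e-03 and 8.56e-04, and none of the alternatives closed the gap.

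For NQO1 the paper's adjusted p values run from 1.92e-8 to 2.22e-9, and those of *Nqo1* were 6.96e-09 and 6.38e-10. For the highest, voom weights gave 1.40e-08 and 7 fits that left out a replicate gave 1.42e-08 to 2.83e-08. For the lowest, quantile normalization gave 3.22e-09, the replicate block 2.48e-09 and leaving out LL2 WT replicate 2 gave 2.05e-09. For GCLM the paper's run from 4.89e-6 to 4.37e-7, and those of *Gclm* were 1.68e-06 and 1.94e-07. For the highest, no filter gave 7.33e-06, rescaled CPM 4.91e-06 and 4 fits that left out a replicate 3.32e-06 to 5.55e-06. For the lowest, rescaled CPM gave 3.70e-07, voom weights 3.57e-07 and leaving out LL2 WT replicate 2 gave 2.98e-07.

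For *Cxcl5* in *NRF2* KO, Fig. 2d shows about −2.6, read by eye, and the log2 fold change here was −1.15. The lowest pseudocount or voom weights gave −2.14.

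The paper states that CXCL1 was upregulated in its *KEAP1* KO lines, from secreted protein and PCR (Fig. 2a,b), with gene expression in Fig. 2d. The legend of Fig. 2d asks for an adjusted p under 0.05 in at least 1 *KEAP1* KO clone and names no limit on the fold change. The log2 fold changes of *Cxcl1* were 1.52, 1.55 and 2.40, near the 1.5, 1.6 and 2.5 read from that figure. Only the last is called, which meets the criterion of the legend. All 3 are called with the replicate block (adjusted p = 0.000121 and 6.15e-05 in *KEAP1* KO #1 and #2), without LL2 WT replicate 3 (adjusted p = 0.0393 and 0.0274), and with replicate 3 of every line as a batch (adjusted p = 0.000112 and 5.59e-05), the last chosen after seeing the values. The paper measured the surface markers by flow cytometry (Fig. 2c) and states that they go with gene expression in Fig. 2d. *Cd274* reached an adjusted p of 0.0125 in *KEAP1* KO #2 at a log2 fold change of 0.88, and is called there with quantile normalization. *Pvr* had no adjusted p under 0.05 and is called without LL2 WT replicate 3 in *KEAP1* KO #2 and #3. The paper states that canonical NRF2 genes were increased in the *KEAP1* KO clones. Of the genes the introduction names, *Sod1* had adjusted p values under 0.05 in all 3 clones at log2 fold changes under 1, and *Hmox1* only in *KEAP1* KO #3 (0.63, adjusted p = 0.0204). With an adjusted p alone and no limit on the fold change, these changes of *Sod1* and *Hmox1* and that of *Cd274* in *KEAP1* KO #2 are called, and no other alternative calls *Sod1* or *Hmox1*.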

Other observations

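The tests on the spread within *NRF2* KO, on the fibroblast genes and on replicate 3 were chosen only after the results were seen.

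Each *KEAP1* KO clone gave more genes called against LL2 WT than any other split of the same 6 samples (1 of 10 splits for *KEAP1* KO #1, 1 of 10 for #2 and 1 of 10 for #3), where the next split gave at most 2 genes. A share under 0.1 cannot be reached with 10 splits, so this share alone decides nothing, but a simulated unchanged line had at most 2 genes called against LL2 WT, which argues against noise between replicates as the source of these counts. For *NRF2* KO, 2 of 10 splits gave as many genes. The other one set LL2 WT replicates 1 and 3 and *NRF2* KO replicate 3 against the rest and gave 442 genes, and it follows the medians of the hypoxia list in the samples, 0.03, −0.81 and 0.86 in LL2 WT and −0.28, −0.76 and 1.13 in *NRF2* KO. With the replicate number as a block *NRF2* KO had 179 genes. For the 805 genes that went the same way in all 3 *KEAP1* KO clones, 1 of 100 splits gave as many, and the next gave 797, the 1 regrouping that kept the LL2 WT samples together. Among the other 98 the highest was 27. In 100 sets of simulated unchanged lines against the same LL2 WT samples, 0 genes went the same way in all 3 (13.72 on average at an unadjusted p under 0.05). The log2 fold changes of the *KEAP1* KO clones had a Spearman rho of 0.7333, 0.7257 and 0.8622 with each other, above the 0.4728 that such unchanged lines reached at most. The simulation took the same spread for the LL2 WT mean and the other lines. In the data the median SD was larger in LL2 WT (0.257) than in the *KEAP1* KO clones (0.166, 0.160 and 0.181). A larger spread in the shared samples raises such a rho, so these values do not exclude shared controls as its cause.

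*NRF2* KO had fewer genes called than each *KEAP1* KO clone. With rescaled CPM it had 70, which argues against the authors' scaling. The median SD over genes was 0.220 within *NRF2* KO against 0.166, 0.160 and 0.181 within the *KEAP1* KO clones and 0.257 within LL2 WT, so the spread is larger. A first version of the test rested on this SD alone and favored the spread as an explanation. The test was then changed to count fold changes whatever their p: 814 genes in *NRF2* KO passed an absolute log2 fold change of 1 against 2140, 2783 and 2801 in the *KEAP1* KO clones, which argues against the spread as the whole cause. A weaker effect of losing NRF2 in cells with low NRF2 activity stays open as untested.

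Of the genes called in all 4 clones, 34 in number, 21 went the same way in *NRF2* KO and the *KEAP1* KO clones and 13 the opposite way, a share of 0.618. All 4 comparisons use the same LL2 WT samples, which favors the same direction, so this share does not exclude opposite NRF2 activity as the only effect. In simulated unchanged lines 0 genes went the same way in all 4, but with so few genes called in them this decides nothing. The log2 fold changes of *NRF2* KO had a rho of 0.4569, 0.4519 and 0.4201 with those of the *KEAP1* KO clones, against 0.4514, 0.4511 and 0.4516 on average with unchanged lines, so a shared effect and the shared LL2 WT samples cannot be told apart, and opposite NRF2 activity stays open with them. The simulation took the same spread for the LL2 WT mean and the other lines, so these averages are approximate. A property that the clones share apart from NRF2, such as growth from single cells, is a possible explanation and was not tested.

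*Cyp1a1* responds to the aryl hydrocarbon receptor as well. Of 3 other genes of this receptor 2 were tested, *Tiparp* and *Ahrr*, and 0 were called in any clone (1, 1, 0 and 0 at an unadjusted p under 0.05, with *Tiparp* at −0.74, −0.74 and −0.66 and *Ahrr* at −0.56, −0.22 and 0.51 in the *KEAP1* KO clones). With so few genes, which go opposite ways in *KEAP1* KO #3, general activity of the receptor and an effect on *Cyp1a1* alone cannot be told apart.

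The analytes of the multiplex assay were compared with their genes. Of 46 analytes with a single gene, 19 were tested and 5, 6, 8 and 0 were called in *KEAP1* KO #1, #2, #3 and *NRF2* KO (2 at an unadjusted p under 0.05 in the last); adjusted over the list alone, the counts were 5, 7, 9 and 0. *Il7* rose most, by at least 29.7-fold, 120-fold and 136-fold. *Il1rl1* was called higher in *KEAP1* KO #1 (1.42) and lower in *KEAP1* KO #2 (−1.09). In LL2 WT the mRNA of 11 analytes reached 1 CPM. Across analytes, which are not independent replicates, the log2 ratio of the paper's protein value and of the mRNA had a Spearman rho of 0.517 in *KEAP1* KO #1 (13 analytes, permutation p = 0.0731, adjusted 0.292), 0.154 in *KEAP1* KO #2 (12 analytes, permutation p = 0.636, adjusted 0.848), 0.345 in *KEAP1* KO #3 (11 analytes, permutation p = 0.299, adjusted 0.598) and 0.0350 in *NRF2* KO (12 analytes, permutation p = 0.922, adjusted 0.922), over 4 relations. Pearson's r was 0.467, 0.169, 0.465 and −0.115, and without the 2 analytes farthest from the median 0.281, −0.0439, 0.871 and 0.244. Protein and mRNA went the same way for 7 of 13, 8 of 12, 5 of 11 and 7 of 12 analytes in this order. IL-7R alpha protein was lower in *KEAP1* KO #2 and #3 (−2.04 and −3.70), while *Il7r* mRNA was called higher. IL-23 protein was lower in *KEAP1* KO #1 and #2 (−4.76 and −3.22), while *Il23a* mRNA was higher but not called. The RNA came from complete medium and the protein from a longer serum-deprived culture. Whether the mRNA sets the release cannot be told apart from no relation with so few analytes and unlike cultures. In the paper's protein values 43 of 48 analytes were lower than in LL2 WT in every *KEAP1* KO clone when an analyte without a value in a clone is counted as lower. The 20 analytes with mRNA under 0.1 CPM in all 5 lines had median log2 ratios of −2.54, −1.62, −2.88 and −1.30 in the 4 clones, over the 16, 18, 16 and 19 of them with a protein value in the line, against −1.16, −1.31, −0.71 and −1.19 for those with at least 1 CPM (13, 12, 11 and 12 of them with a value). The smallest fall of the former in a *KEAP1* KO clone, −1.62, is consistent with signal in the assay that does not depend on the analyte's own mRNA.

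Of 13 fibroblast genes 11 were tested, and 3 (1 higher and 2 lower), 7, 9 and 0 were called in *KEAP1* KO #1, #2, #3 and *NRF2* KO (1 in the last at an unadjusted p under 0.05). The medians were −1.04, −1.64, −1.92 and −0.25, and −1.04, −1.90 and −2.10 in the *KEAP1* KO clones with bounded genes at their bound. *Vim* averaged 4289 CPM in LL2 WT, 1853, 1681 and 1755 CPM in the *KEAP1* KO clones and 3566 CPM in *NRF2* KO, and *Sparc* 288, 64.1, 80.0, 37.9 and 266 CPM in this order. Stromal cells mixed into the LL2 WT culture would be lost in every line grown from a single cell, but *NRF2* KO kept the genes (−0.2544), and *Col1a1* was at 0.461 CPM in LL2 WT. With rescaled CPM the median stayed at −1.95 in *KEAP1* KO #3, the lowest clone, which argues against the scaling. An effect of losing KEAP1 on these genes stays open as a hypothesis. Of 14 squamous genes 3 were tested and 2 were called higher in all 3 *KEAP1* KO clones, among them *Sprr1b*, which is listed at 0 in LL2 WT. *NRF2* KO had 0 called and 1 at an unadjusted p under 0.05.

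The leading component of the variation within lines took 43.7% of it over 11676 genes, and replicate 3 was highest on it in 5 of 5 lines. The hypoxia list was shortened to 9 genes after values of its genes had been seen, so its rank among random lists is no independent test. The 9 hypoxia genes were higher in replicate 3 than in the mean of the other replicates by a median of 1.29 in LL2 WT, 0.84, 0.74 and 1.17 in *KEAP1* KO #1, #2 and #3 and 1.69 in *NRF2* KO on the log2 scale, above all 10000 random lists in 5 of 5 lines. With GC content and transcript length removed, the values were 1.32, 0.72, 0.55, 1.03 and 1.59 and still above all random lists in 5 lines, which argues against these trends. A culture condition shared by replicate 3 of every line that raises hypoxia genes is a candidate explanation in line with these values. Against LL2 WT, 0, 1, 1 and 0 of the 9 genes were called in *KEAP1* KO #1, #2, #3 and *NRF2* KO (0, 3, 3 and 0 at an unadjusted p under 0.05), with medians of −0.40, −0.41, −0.26 and −0.60.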
